# Dynamic MAPK signaling activity underlies a transition from growth arrest to proliferation in *Drosophila scribble* mutant tumors

**DOI:** 10.1242/dmm.040147

**Published:** 2019-08-29

**Authors:** Tiantian Ji, Lina Zhang, Mingxi Deng, Shengshuo Huang, Ying Wang, Tri Thanh Pham, Andrew Alan Smith, Varun Sridhar, Clemens Cabernard, Jiguang Wang, Yan Yan

**Keywords:** Cell polarity, *Drosophila* tumor model, JNK, ERK

## Abstract

Human tumors exhibit plasticity and evolving capacity over time. It is difficult to study the mechanisms of how tumors change over time in human patients, in particular during the early stages when a few oncogenic cells are barely detectable. Here, we used a *Drosophila* tumor model caused by loss of *scribble* (*scrib*), a highly conserved apicobasal cell polarity gene, to investigate the spatial-temporal dynamics of early tumorigenesis events. The fly *scrib* mutant tumors have been successfully used to model many aspects of tumorigenesis processes. However, it is still unknown whether *Drosophila scrib* mutant tumors exhibit plasticity and evolvability along the temporal axis. We found that *scrib* mutant tumors displayed different growth rates and cell cycle profiles over time, indicative of a growth arrest-to-proliferation transition as the *scrib* mutant tumors progress. Longitudinal bulk and single-cell transcriptomic analysis of *scrib* mutant tumors revealed that the MAPK pathway, including JNK and ERK signaling activities, showed quantitative changes over time. We found that high JNK signaling activity caused G2/M cell cycle arrest in early *scrib* mutant tumors. In addition, JNK signaling activity displayed a radial polarity with the JNK^high^ cells located at the periphery of *scrib* mutant tumors, providing an inherent mechanism that leads to an overall decrease in JNK signaling activity over time. We also found that ERK signaling activity, in contrast to JNK activity, increased over time and promoted growth in late-stage *scrib* mutant tumors. Furthermore, high JNK signaling activity repressed ERK signaling activity in early *scrib* mutant tumors. Together, these data demonstrate that dynamic MAPK signaling activity, fueled by intratumor heterogeneity derived from tissue topological differences, drives a growth arrest-to-proliferation transition in *scrib* mutant tumors.

This article has an associated First Person interview with the joint first authors of the paper.

## Abstract (precis)

**Summary:** The authors provide evidence to show that a well-established *Drosophila* tumor model, caused by loss of apicobasal cell polarity, harbors a surprising degree of plasticity and evolvability along the temporal axis.

## INTRODUCTION

Proteins essential for maintaining epithelial structures, such as cell polarity complexes, are involved in growth control (Bilder, 2004; Boggiano and Fehon, 2012; Sun and Irvine, 2016). For example, the basolateral Scribble complex, composed of Scribble (Scrib), Discs large (Dlg) and Lethal giant larvae [L(2)gl], was discovered as a group of ‘neoplastic tumor suppressor genes’ (nTSGs) in *Drosophila* (Bilder et al., 2000; Gateff, 1978; Woods and Bryant, 1991). *Drosophila* larvae homozygous mutants for any of the nTSGs grow into giant larvae with tumorous imaginal discs and optic lobes. These mutant tumors fail to differentiate and grow into masses that survive serial transplantations, induce cachexia and eventually kill the hosts (Figueroa-Clarevega and Bilder, 2015; Gateff, 1978). Studies of *Drosophila* nTSGs over decades have provided valuable insights into the mechanisms of growth control and tumorigenesis (Bilder, 2004; Gonzalez, 2013; Pastor-Pareja and Xu, 2013; Richardson and Portela, 2018; Sonoshita and Cagan, 2017). For example, analyses of nTSG mutant clonal growth have revealed the cooperative actions of multiple conserved signaling pathways during tumor development, cell competition-mediated tumor suppression mechanisms and tumor microenvironment influences (Brumby and Richardson, 2003; Chen et al., 2012; Cordero et al., 2010; Igaki et al., 2006; Katheder et al., 2017; Pagliarini and Xu, 2003; Vaughen and Igaki, 2016; Yamamoto et al., 2017). In particular, JNK and ERK signaling pathways, subgroups of the MAPK pathway (frequently deregulated in human cancers), have long been known as crucial for switching the growth outcome of *scrib* mutant cells when they are generated as mosaic loss-of-function clones surrounded by wild-type cells (Brumby and Richardson, 2003; Cordero et al., 2010; Igaki et al., 2006; Pagliarini and Xu, 2003; Uhlirova and Bohmann, 2006).

Interestingly, although *Drosophila* nTSG mutant tumors have successfully modeled many aspects of human epithelial cancers, it remains unclear whether and how the fast-growing fly nTSG mutant tumors change over time. The majority of mammalian tumors undergo evolution fueled by intratumor heterogeneity (McGranahan and Swanton, 2017). Many sources can contribute to intratumor heterogeneity. For example, individual tumor cells can acquire different types of mutations and grow into distinct subclones within the same tumor (de Bruin et al., 2014; Gerlinger et al., 2012). Moreover, most tumor cells co-exist with various immune and stromal cells, and different niches further contribute to intratumor heterogeneity (Jimenez-Sanchez et al., 2017). Whether the fly *scrib* mutant tumors exhibit some degree of intratumor heterogeneity is unclear.

Through quantitative analysis of *Drosophila scrib* mutant tumor growth, we found that over time *scrib* mutant tumors display different growth rates and cell cycle profiles. Moreover, quantitative changes in MAPK signaling activity underlie the change in growth rate. In particular, high JNK signaling activity is a primary cause of growth arrest in early *scrib* mutant tumors. We further found that JNK signaling activation is highly heterogeneous in *scrib* mutant tumors. JNK signaling activity displays a radial polarity, with JNK^high^ cells located at the tumor periphery, which underlies a decrease in JNK signaling activity over time. Together, these data reveal that fly *scrib* mutant tumors are highly dynamic on the temporal axis.

## RESULTS

### The *scrib* mutant tumors display different growth rates and cell cycle profiles over time

To explore temporal changes in *scrib* mutant tumors, we monitored the growth of wing imaginal discs derived from eggs collected from a *scrib^1^* allele over 3 h (Bilder et al., 2000) (Fig. 1A,B). We quantitatively measured the volumes of the *scrib* mutant tumors, which are known to grow over an extended larval period (Bunker et al., 2015; Vaccari and Bilder, 2005). On average, at 4 and 5 days after egg laying (AEL), the volumes of the *scrib* mutant tumors were around 15-30% of those of control imaginal discs raised under identical conditions (Fig. 1A,B). We calculated the growth rate (defined as the average volume change per day) in *scrib* mutant and wild-type imaginal discs based on the volume measurements in Fig. 1B and found that the growth rate of *scrib* mutant tumors increased over time and, starting from day 7, became comparable with that of the control group at 4 days AEL (Fig. 1C). Note that the *scrib* mutant tumors monitored in our experiments eventually grew to sizes consistent with previous reports (Bilder et al., 2000; Gateff, 1978).

**Fig. 1.**
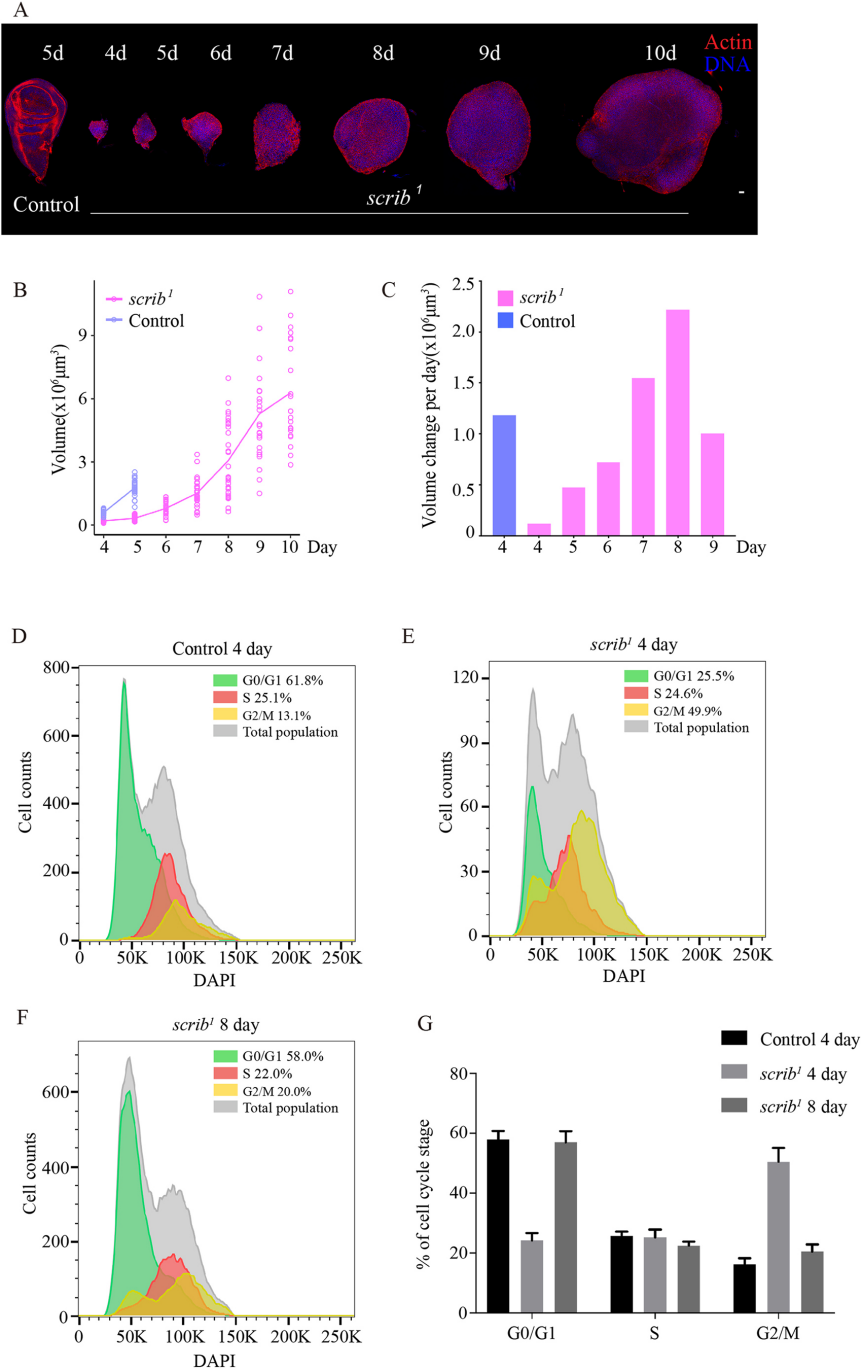
**The *scrib* mutant cells display different growth rates and cell cycle profiles over time.** (A) Examples of a control imaginal disc collected at 5 days AEL and *scrib^1^* mutant wing imaginal discs at 4-10 days AEL, stained for actin (red) and DNA (blue). Control genotype was *FRT82B*. Scale bar: 20 μm. (B) Quantification of volumes for control and *scrib^1^* mutant wing imaginal discs over time. Control genotype was *FRT82B* raised under identical conditions. Control, 4 days *n*=20, 6±1×10^5^ μm^3^, 5 days *n*=27, 1.8±0.4×10^6^ μm^3^; *scrib^1^* mutant, 4 days *n*=22, 2±1×10^5^ μm^3^, 5 days *n*=30, 3±1×10^5^ μm^3^, 6 days *n*=26, 8±3×10^5^ μm^3^, 7 days *n*=29, 1.5±0.7×10^6^ μm^3^, 8 days *n*=31, 3±2×10^6^ μm^3^, 9 days *n*=24, 5±2×10^6^ μm^3^, 10 days *n*=22, 6±2×10^6^ μm^3^. Note that larvae from the control group become pupae at 5 days AEL. (C) Quantification of volume change per day for control and *scrib^1^* mutant wing imaginal discs over time. Control genotype was *FRT82B* raised under identical conditions. (D-F) FACS analysis of cell cycle profiles of controls at 4 days AEL (D) and *scrib^1^* mutant wing imaginal disc cells at 4 (E) and 8 (F) days AEL. Genotype of the control group was *Ubi-GFP.E2f1 Ubi-mRFP1.CycB; FRT82B*. Genotype of the *scrib* mutant group was *Ubi-GFP.E2f1 Ubi-mRFP1.CycB; scrib*^1^. At least 5000 cells were recorded for each cell group. Each experiment was replicated at least three times. (G) Average percentage of cells in G0/G1, S and G2/M phases. Error bars indicate standard deviation.

To test whether the growth rate change we observed was specific to the *scrib^1^* allele, we also quantified the growth rate of tumors depleted of Scrib or Dlg protein at the posterior region of wing discs using *engrailed*-Gal4-mediated RNAi. At 4 and 5 days AEL, the volume of *scrib* RNAi and *dlg* RNAi tumors was much smaller than the size of the posterior region in control wing discs (Fig. S1). However, the anterior regions of the *scrib* RNAi, *dlg* RNAi and control imaginal discs had comparable volumes (Fig. S1), indicating that the growth arrest phenotype observed in early *scrib* tumors is likely to be inherent and independent of an overall delay in larval development. Interestingly, from 4 to 6 days AEL we detected an increase in phosphorylated histone H3-positive (PH3^+^) cell number in the posterior *scrib* RNAi and *dlg* RNAi tumors (Fig. S1), indicative of changing growth rates during tumor progression. The fly larvae harboring *scrib* RNAi or *dlg* RNAi imaginal discs turned into pupae by day 7 AEL, preventing further measurement of growth rates. Notably, the cell competition process mediated by Minute mutations and differential Myc levels does not cross compartment boundaries (Johnston, 2009; Morata and Ripoll, 1975; Simpson, 1979; Simpson and Morata, 1981). However, tumorigenic dCsk-deficient cells generated in the *patched* expression domain are known to undergo apoptosis at the anterior–posterior boundary (Vidal et al., 2006). It is therefore likely that the growth of posterior *scrib RNAi* and *dlg RNAi* tumors is largely independent of the influence of cell competition, except for cells at the anterior–posterior boundary.

It is possible to attribute the growth arrest phenotype of early *scrib* mutant tumors to increased apoptosis, defects in cellular growth or defective cell proliferation. However, we found that prevention of apoptosis by overexpressing p35 did not rescue the growth arrest of posterior *scrib* RNAi cells (Fig. S2). Moreover, although we were able to detect apoptotic cells in the posterior *scrib* RNAi region, a similar number of apoptotic cells could also be detected in the anterior control region (data not shown). Therefore, the growth arrest phenotype of early *scrib* mutant tumors is unlikely to be caused by increased apoptosis. The cell volume of individual *scrib* mutant cells was larger than that of the control wing disc cells (Fig. S3). Therefore, the growth arrest of early *scrib* mutant tumors is also unlikely to be caused by defects in the growth of individual cells.

We then performed flow cytometry analysis with wild-type imaginal discs and *scrib* mutant tumors expressing fluorescence ubiquitin cell cycle indicator (FUCCI) sensors to examine possible cell proliferation defects (Zielke et al., 2014). In wild-type discs at day 4 AEL, about 60% of cells were in the G0/G1 phase, 25% in the S phase and 15% in the G2/M phase (Fig. 1D,G), in agreement with previous reports (Milan et al., 1996). However, in *scrib* mutant tumors at 4 days AEL about 25% of cells were in the G0/G1 phase, 25% in the S phase and 50% in the G2/M phase (Fig. 1E,G). The results suggest that a population of cells in early *scrib* mutant tumors is arrested at the G2/M stage.

*Drosophila* larval brain neuroblasts are an excellent model for analyzing mitosis because of their accessibility for live imaging (Cabernard and Doe, 2013). We observed that *scrib* mutant neuroblasts frequently displayed a significantly prolonged entry into mitosis (Fig. S4), consistent with the G2/M arrest defects observed in early *scrib* mutant wing disc cells. Notably, by day 8 AEL, the cell cycle distribution of *scrib* mutant cells was comparable with that of day 4 wild-type imaginal discs (Fig. 1F,G). Therefore, the growth arrest phenotype in early *scrib* mutant tumors is caused by cell cycle defects, which can resolve over time.

### The *scrib* mutant tumors from different time points display distinctive global transcriptomic signatures

Early and late *scrib* mutant tumors display different growth rates and cell cycle profiles, indicative of potential evolving capacity. 

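Wing imaginal discs of control larvae (*FRT82B*) were collected at 4 and 5 days after egg laying (AEL), and *scrib1* mutant tumors at 4, 5, 6, 8, 10, 12 and 14 days AEL. There were 3 replicates of control discs at 4 days and of tumors at 6 days, and 4 replicates of each of the other 7 groups, which gave 34 RNA-seq libraries. The authors mapped the reads to the BDGP6 assembly with STAR, counted them per gene with featureCounts and deposited CPM values, counts scaled to a common library size with the edgeR package. The values cover 17641 gene symbols. In each library they were whole multiples of a single step, so that whole reads could be recovered for 100% of the values. Between 18437402 and 26619424 reads per library fell on genes, with a median of 20397820 over all libraries and of 20275222 in the 27 tumor libraries. A count of 3 reads, taken as the smallest value the depth can show, corresponded to 0.116 CPM in the deepest library and to 0.166 CPM in the shallowest, and this floor covers counting error only. Genes were compared on log2(CPM + 1) with limma, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes.

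The *scrib* gene lies on chromosome 3R of BDGP6 from 26536350 to 26604051. At 4 days AEL its expression was 453 ± 57.2 CPM (SD, n = 3) in control discs and 571 ± 45.2 CPM (SD, n = 4) in tumors, a log2 fold change of 0.34 (standard error 0.063, adjusted p = 2.9e-05, limma). At 5 days it was 458 ± 13.6 CPM in control discs and 690 ± 22.6 CPM in tumors (SD, n = 4 each), a log2 fold change of 0.59 (standard error 0.058, adjusted p = 2.6e-10, limma). Every tumor sample lay above every control sample of its age, so the level of the transcript gave no check of the sample labels by a loss of *scrib* RNA. Scaling by library size alone moved the value at 4 days most among the settings tried on all samples, to 0.22. The log2 fold change was larger at 5 than at 4 days by 0.25 (adjusted p = 0.020, limma), a difference of 0.18 with an adjusted p of 0.15 in limma once a score of gut genes was in the model.

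Between tumors and control discs, 5876 of 9637 tested genes differed at 4 days with an adjusted p under 0.05 in limma, of which 3118 were higher and 2758 lower in tumors. At 5 days 6890 genes differed, 3755 of them higher and 3135 lower. With the replicate number as a block in the model, 5824 genes differed at 4 days and 6859 at 5 days. After the group means were taken out, samples with the same replicate number were no more alike than samples with different numbers, with a mean correlation of -0.018 over 129 pairs against 0.0052 over 384 pairs (permutation p = 0.80). Testing only genes with a mean normalized count above 100 moved both counts most, to 4715 genes at 4 days and 5352 genes at 5 days.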

We therefore performed bulk RNA sequencing (RNA-seq) for wild-type imaginal discs and *scrib* mutant tumors collected at different time points to gain a global view of transcriptomic changes associated with *scrib* tumor progression (Fig. 2). The biological repeats were well clustered per sample for each time point and the *scrib* mutant tumors formed a transition trajectory along time on the principal component analysis (PCA) plot (Fig. 2A). 

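Of the listed genes, 6883 had a mean normalized count above 100, and their rlog values, computed with DESeq2 from the recovered reads, entered the PCA without scaling. The first component held 44.1% of the variance, the second 34.6% and the third 5.81%. On the second component the mean score of the tumors rose at each age, from -9.52 ± 2.56 (SD, n = 4) at 4 days AEL to -2.87 ± 1.28 (SD, n = 4) at 5 days, 2.18 ± 2.48 (SD, n = 3) at 6 days and 11.3 ± 0.660 (SD, n = 4) at 8 days. It reached 15.4 ± 3.51 at 10 days, 20.2 ± 2.32 at 12 days and 24.7 ± 1.07 at 14 days (SD, n = 4 each). Across the 27 tumor samples, this score and age had a Spearman correlation of 0.978 and a Pearson correlation of 0.967 (2-sided permutation tests, p = 1e-05 for both, the smallest p that 100000 resamples can give). Adjusted over the 2 relations computed, the p of the Spearman correlation stayed at 1e-05 in the permutation test. Without the 2 samples farthest from the median age the Pearson correlation was 0.964, and without the 2 farthest in score it was 0.969. The first component correlated with age with a Spearman correlation of 0.936 and a Pearson correlation of 0.933 in the tumors, and its mean score rose from -38.5 at 4 days to 12.4 at 10 days and was 15.8 at both 12 and 14 days. Control discs had a mean score on the second component of -31.6 at 4 days and -37.1 at 5 days.

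The nearest sample, by Euclidean distance between rlog values, belonged to the same group for 29 of the 34 samples. The exceptions were 1 of the 4 tumor samples at 4 days and 2 of 4 each at 10 and 12 days. The mean distance was 17.18 over the 48 pairs within groups and 49.5 between groups. The share of variance on the first component moved most when genes were scaled to unit variance, to 39.7%, and the number of samples next to one of their own group moved most, to 26 with the 500 most variable genes and to 32 with scaled or with not log-transformed values.

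**Figure D1:**
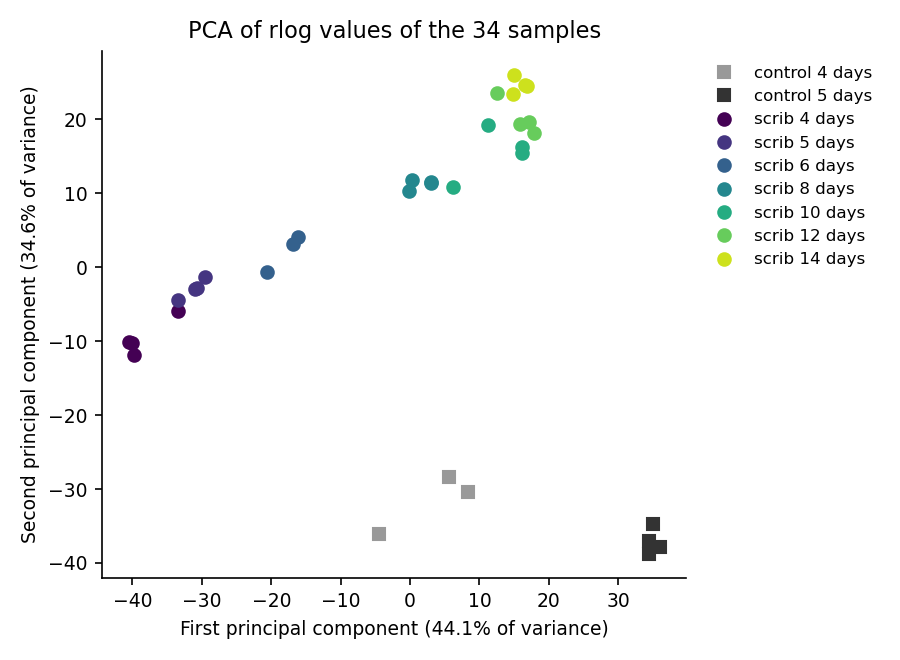
Scores of the 34 samples on the first and second principal components of rlog values of 6883 genes, with control discs as squares and tumors as circles coloured by age in days AEL. The group means of the tumors lie in the order of their ages along the second component, from -9.52 at 4 days to 24.7 at 14 days.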

Both PCA and hierarchical clustering analyses suggested that the *scrib* mutant tumors could be grouped into three stages with distinctive transcriptomic signatures: an early stage at 4-6 days AEL, an intermediate stage at 8 days and a late stage at 10-14 days (Fig. 2A,B).

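For hierarchical clustering, the CPM values of the same genes were scaled per gene and joined by Euclidean distance with complete linkage. The tumor samples first fell into 3 clusters when the tree was divided into 5. These were the 4 control samples of 5 days, the 3 control samples of 4 days, the 4 tumor samples of 4 days, all tumor samples of 5, 6 and 8 days, and all tumor samples of 10, 12 and 14 days. The adjusted Rand index between this grouping of the tumor samples and stages of 4-6, 8 and 10-14 days was 0.655, where 1 stands for identical groupings. It ranged from 0.625 to 0.680 when each of the 34 samples was left out in turn. A distance of 1 minus the Pearson correlation between samples moved it most, to 1. When the mean profiles of the 9 groups were clustered in the same way into 3 clusters, the control discs, the tumors of 4 to 6 days and the tumors of 8 to 14 days were parted.

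The distance between the centres of successive ages, in rlog values, was 18.8 from 4 to 5 days and 18.8 from 5 to 6 days. It was 27.7 from 6 to 8 days, 21.4 from 8 to 10 days, 11.8 from 10 to 12 days and 12.1 from 12 to 14 days. Per day, the distance was 13.8 between 6 and 8 days, 10.7 between 8 and 10 days, 5.88 between 10 and 12 days and 6.03 between 12 and 14 days. The number of genes that differed between successive ages (limma, adjusted p under 0.05) was 2305 from 4 to 5 days, 814 from 5 to 6 days, 2540 from 6 to 8 days, 2278 from 8 to 10 days, 539 from 10 to 12 days and 1576 from 12 to 14 days. With the replicate number as a block, these counts were 2256, 788, 2331, 2243, 518 and 1533 genes in the same order. In a model of only the 2 groups compared, 1660 genes differed from 5 to 6 days, 408 from 12 to 14 days and 0 from 10 to 12 days, where 1930 genes had an unadjusted p under 0.05 in the model of all groups.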

**Fig. 2.**
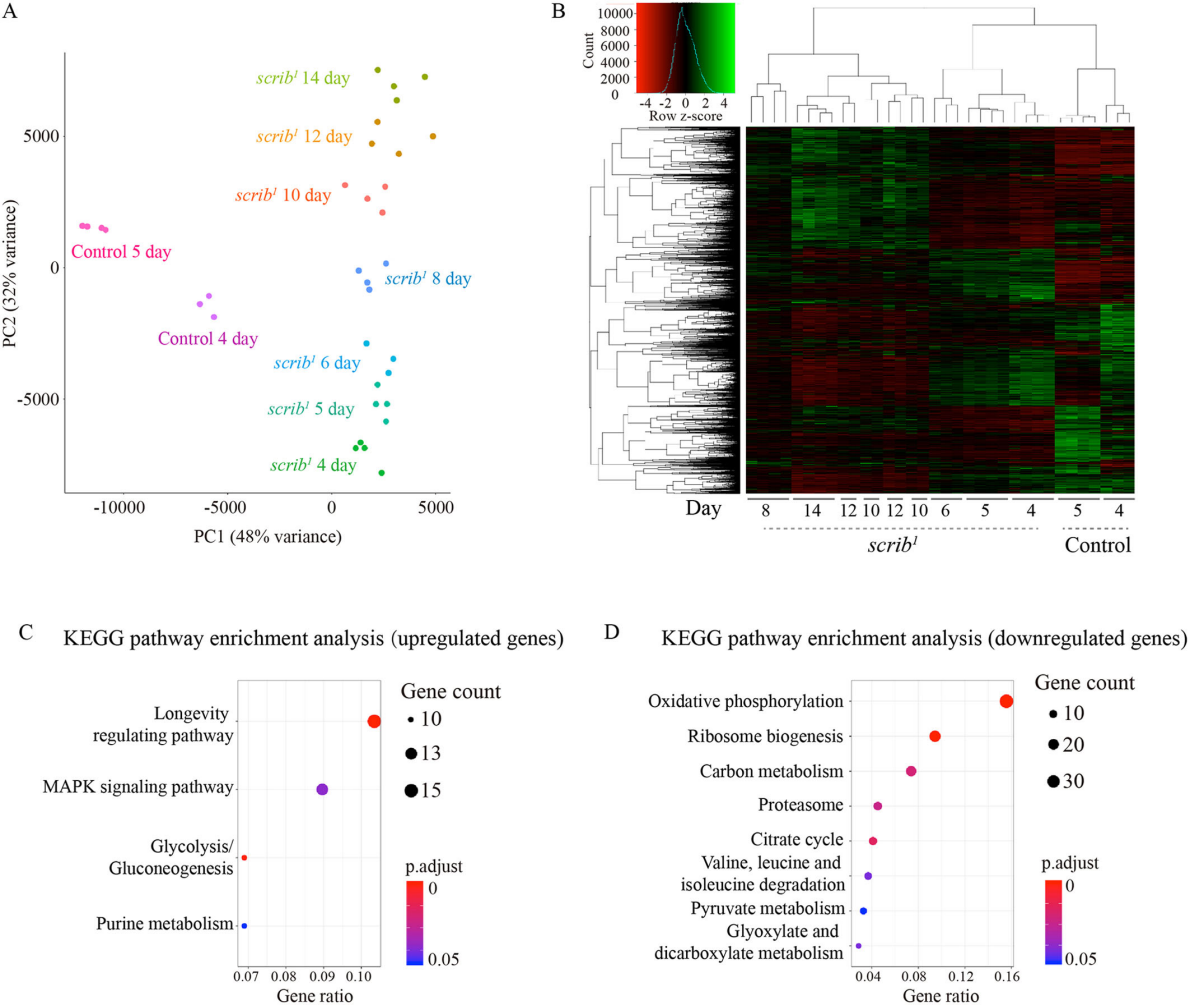
**The *scrib* mutant tumors from different stages display distinctive global transcriptomic signatures.** (A) PCA of transcriptomes from control and *scrib* mutant wing imaginal discs collected at different ages. Control genotype was *FRT82B*. Three or four biological replicates were plotted for each time point. Low-expression genes were filtered using a cutoff of baseMean>100 calculated in DEseq2. A matrix of 6901 gene counts×34 samples was used to compute PCA after gene counts were transformed using the default DEseq2 rlogTransformation function. (B) Hierarchical clustering of transcriptomes from control and *scrib* mutant wing imaginal discs collected at different ages. Control genotype was *FRT82B*. Three or four biological replicates were plotted for each time point. Gene filtering criteria were the same as for A. A matrix of 6901 gene counts×34 samples was used for hierarchical clustering after gene counts were transformed to counts per million (cpm) value using the edgeR cpm function and scaled using the scale function in R. (C,D) KEGG pathway enrichment analysis for the top 10% of upregulated genes (C) and the bottom 10% of downregulated genes (D) over time with a cutoff of adjusted *P*-value <0.05. The pathway enrichment analysis was performed using enrichKEGG function in the clusterProfiler package.

We performed linear regression analysis for each gene in the *scrib* tumor time series and ranked the genes by the slope of the regression line (Fig. S5). 

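The slope of log2(CPM + 1) on age was fitted with limma over the 27 tumor samples for the 9408 genes kept by edgeR's filter on low counts. With an adjusted p under 0.05, 3427 genes rose and 3835 fell, 77.2% of the tested genes. The edgeR quasi-likelihood test on the recovered reads gave 3516 rising and 3765 falling genes, and lm on log2(CPM + 1) gave 3416 and 3828. With the replicate number as a block in the model, 3384 genes rose and 3789 fell. The counts moved most when a score of 20 gut genes entered the model beside age, to 1883 rising and 2462 falling genes. That score held 97.5% of its variance between ages, so it could not be parted from age.

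Among genes with a mean of at least 10 CPM in the tumors and a slope of the same sign in each of the 4 replicate series, the steepest rise was that of *CG4382*. Its slope was 0.95 log2 units per day (standard error 0.082, adjusted p = 2.3e-11, limma), and its expression went from 0.294 ± 0.347 CPM at 4 days to 359 ± 62.7 CPM at 14 days AEL (SD, n = 4 each). It was followed by the cuticle protein genes *Cpr64Aa* and *Cpr64Ac*, with slopes of 0.82 (adjusted p = 1.6e-10) and 0.74 (adjusted p = 8.2e-12), *CG13053* with 0.70 (adjusted p = 3.2e-17) and *Kal1* with 0.67 (adjusted p = 3.5e-11), all from limma. With the gut score in the model the slopes of *CG4382* (0.19, adjusted p = 0.12), *Cpr64Aa* (0.057, adjusted p = 0.57) and *Kal1* (0.088, adjusted p = 0.22) were no longer past the threshold in limma. The steepest fall was that of *Jon65Aiv*, a gene of the Jonah family of digestive proteases, at -0.89 (standard error 0.13, adjusted p = 3.6e-07, limma). *Lsp1gamma*, a larval serum protein gene of the fat body, had a slope of -0.72 (adjusted p = 1.4e-09), the lysozyme gene *LysB* one of -0.70 (adjusted p = 2.0e-08), *Jon65Aiii* one of -0.69 (adjusted p = 2.5e-06) and *Jon25Bi* one of -0.67 (adjusted p = 1.3e-07), all from limma. The Jonah and lysozyme genes belong to families of similar sequence, so reads shared between copies could have been left uncounted by the authors' default setting of featureCounts. Their fall was not uniform between replicates, since in replicate 1 at 10 days *Jon65Aiv* stood at 375.9 CPM and in the other 3 replicates between 0.145 and 0.152 CPM. With the gut score in the model, the slopes of *Jon65Aiv* (0.0068), *LysB* (0.085), *Jon65Aiii* (0.062) and *Jon25Bi* (0.10) were no longer negative.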

For the 10% of genes ranked at the top and bottom, we performed pathway enrichment analysis with the KEGG pathway database (Kyoto Encyclopedia of Genes and Genomes, https://www.genome.jp/kegg/) (Fig. 2C,D) as well as the *Drosophila* GLAD database (Gene List Annotation for *Drosophila*, https://www.flyrnai.org/tools/glad/web/) (Hu et al., 2015) (Fig. S6). For example, the expression level of genes related to oxidative phosphorylation decreased over time and the expression level of glycolytic genes increased over time in the *scrib* mutant tumors, consistent with a glucose metabolism drift widely observed in tumors called the Warburg effect (Eichenlaub et al., 2018; Wang et al., 2016). 

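The paper's pathway lists were replaced by gene lists written from gene names, with 8 lists tested for the 10% of genes with the highest and the 10% with the lowest slope, 940 of 9408 tested genes at each end. Each list was set against all other tested genes in a one-sided Fisher's exact test, adjusted over the 16 tests. Of 66 tested genes of oxidative phosphorylation (subunits of the respiratory chain and of the ATP synthase), 33 lay among the lowest slopes where 6.59 were expected (log2 odds ratio 3.22, adjusted p = 2.6e-15, Fisher's exact test). Their mean slope was -0.094 log2 units per day. In limma 64 of the 66 fell and 0 rose, and their mean slope was negative in each of the 4 replicate series. The summed expression of these genes was 16540 CPM at 4 days and 7805 CPM at 14 days AEL. Of 12 glycolytic genes, 6 lay among the highest slopes where 1.20 were expected (log2 odds ratio 3.18, adjusted p = 0.0028, Fisher's exact test). In limma 10 of them rose and 0 fell, and their sum went from 2585 CPM at 4 days to 4507 CPM at 14 days. The largest slope among them was 0.42, for the lactate dehydrogenase gene *ImpL3*.

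Slopes of edgeR's quasi-likelihood model on the recovered reads moved these results most. With them, the log2 odds ratio was -1.02 for oxidative phosphorylation and 2.26 for glycolysis (adjusted p = 0.41, Fisher's exact test), neither past the threshold. With a pseudocount of 0.1 in limma the values were 0.58 and 2.26. These odds ratios count only genes in the extreme 10% of slopes, and do not show that the genes of oxidative phosphorylation no longer fell. Over all genes, 7116 passed the threshold in both limma and edgeR. Scaling by DESeq2's size factors or by library size alone shifted the median slope of all genes by 3.2e-04 and 0.0043 log2 units per day, and left both odds ratios past the threshold. The camera test uses the test statistics of all genes and allows for correlation between genes by a small preset value, not one estimated here. It gave adjusted p-values of 2.7e-20 for the fall of oxidative phosphorylation and 7.7e-04 for the rise of glycolysis. When the ages were permuted within each replicate number, 8 of 100 arrangements gave as large an odds ratio for oxidative phosphorylation, and 16 of 100 for glycolysis. The real arrangement is included in both counts. The odds ratio uses only the order of the slopes, so these shares do not address whether the genes changed with age.

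**Figure D2:**
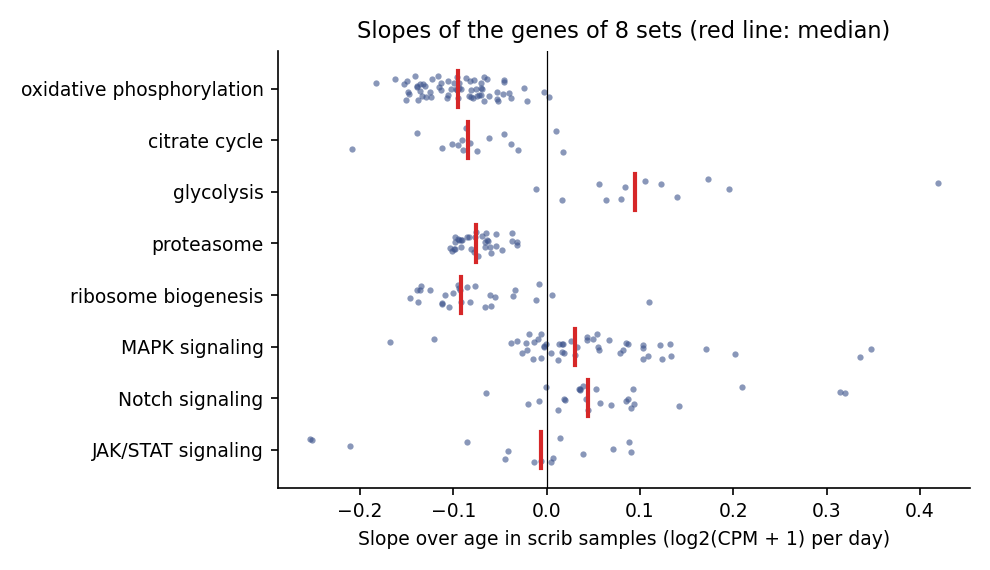
Slopes over age in the tumors, in log2 units per day, of the tested genes of 8 gene lists, with 1 point per gene and a red line at the median. The 64 genes of oxidative phosphorylation that fell with an adjusted p under 0.05 in limma lie between -0.18 and -0.021, and the points of glycolysis reach 0.42.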

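A list of 49 genes of the JNK, ERK and p38 branches of MAPK signaling was tested against the extreme slopes in the same way. Of these, 12 lay among the highest slopes where 4.90 were expected, a log2 odds ratio of 1.60 (adjusted p = 0.010, Fisher's exact test). Among the lowest slopes there were 2 of the 49. In limma 32 of the genes rose and 9 fell over time, with a mean slope of 0.049 log2 units per day that was positive in each of the 4 replicate series. The slopes ran from -0.17 for *Mmp1* to 0.35 for *kek1*. With slopes of edgeR's model, the log2 odds ratio was 0.43 (adjusted p = 1, Fisher's exact test), and for the highest 5% of slopes it was 0.91 (adjusted p = 0.52, Fisher's exact test). The camera test gave an adjusted p of 3.8e-04 for a rise of the list. The list includes *kek1*, *aos*, *sty* and *vn*, which the paper reports as rising, and *Mmp1* and *puc*, which it reports as falling. With the 4 rising genes taken out, an alternative chosen after the result was seen, 8 of 45 genes lay among the highest slopes where 4.50 were expected (log2 odds ratio 1.03, adjusted p = 0.20, Fisher's exact test). All 4 lay among the highest slopes, so the odds ratio had to fall. As large an odds ratio was seen in 4 of 100 arrangements of the ages within replicate numbers for the whole list and in 6 of 100 without the 4 genes, the real one included.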

Of the several conserved signaling pathways that show significant changes in *scrib* mutant tumors over time, the pathway enrichment analysis with both KEGG and GLAD databases pointed us to the MAPK signaling pathway (Fig. 2C; Fig. S6A). Notably, two of the three *Drosophila* MAPK pathway subgroups, the JNK and ERK pathways, have long been known as crucial for regulating the growth outcome of *scrib* mutant mosaic clones (Brumby and Richardson, 2003; Cordero et al., 2010; Igaki et al., 2006; Pagliarini and Xu, 2003; Uhlirova and Bohmann, 2006). Therefore, although the transcriptomic analysis suggested that *scrib* mutant tumors have extensive changes besides the MAPK pathway, including several metabolic pathways and other signaling pathways such as the Notch and JAK/STAT pathways, we first focused on examining whether JNK and ERK signaling activities change over time and whether these changes have functional implications regarding *scrib* tumor growth.

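Of 25 tested genes of Notch signaling, 4 lay among the highest 10% of slopes where 2.50 were expected (log2 odds ratio 0.92, adjusted p = 0.47, Fisher's exact test). In limma 21 of the 25 rose and 2 fell, with the largest slope for *E(spl)m7-HLH* (0.32 log2 units per day). For the highest 20% of slopes the log2 odds ratio was 1.67 (adjusted p = 0.013, Fisher's exact test). The camera test gave an adjusted p of 4.8e-05. As large an odds ratio was found in 42 of 100 arrangements of the ages. Of 15 genes of JAK/STAT signaling, 0 lay among the highest slopes and 3 among the lowest (log2 odds ratio 1.34, adjusted p = 0.42, Fisher's exact test). In limma 5 of the 15 rose and 7 fell with an adjusted p under 0.05, and the lowest slope was that of the ligand gene *upd3*, at -0.25 (standard error 0.027, adjusted p = 1.2e-09, limma).

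Among metabolic and growth-related lists, 5 of 16 genes of the citrate cycle lay among the lowest slopes where 1.60 were expected (log2 odds ratio 2.11, adjusted p = 0.054, Fisher's exact test), and 14 of the 16 fell in limma. All 33 proteasome genes fell in limma, with 7 of them among the lowest slopes where 3.30 were expected (log2 odds ratio 1.36, adjusted p = 0.11, Fisher's exact test). Of 28 genes of ribosome biogenesis, 12 lay among the lowest slopes where 2.80 were expected (log2 odds ratio 2.79, adjusted p = 4.9e-05, Fisher's exact test). With slopes of edgeR's model the log2 odds ratios were -0.20 for the citrate cycle, -2.90 for the proteasome and -2.67 for ribosome biogenesis. Among genes with a mean normalized count above 100 they were 3.19 for the citrate cycle (adjusted p = 3.1e-04) and 2.29 for the proteasome (adjusted p = 6.6e-04) in Fisher's exact test. Arrangements of the ages with as large an odds ratio numbered 13 of 100 for the citrate cycle and 16 of 100 each for the proteasome and ribosome biogenesis.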

### High JNK signaling activity inhibits proliferation in the early *scrib* mutant tumors

We first examined JNK signaling activity because the expression levels of two widely used JNK signaling target genes, *Mmp1* and *puckered* (*puc*) (Igaki et al., 2006; Uhlirova and Bohmann, 2006), as measured in the bulk RNA-seq experiments (Fig. 2), decreased significantly in *scrib* mutant tumors over time (Fig. 3A). 

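*Mmp1*, which encodes a matrix metalloproteinase, lies on chromosome 2R of BDGP6 from 24671294 to 24688184. Its expression in the tumors was 1117 ± 77.0 CPM at 4 days AEL, 858 ± 40.1 CPM at 5 days, 482 ± 39.2 CPM at 8 days and 434 ± 48.5 CPM at 10 days (SD, n = 4 each), with 634 ± 11 CPM at 6 days (SD, n = 3). At 12 days it was 359 ± 62.6 CPM and at 14 days 334 ± 21.2 CPM (SD, n = 4 each). The slope was -0.17 log2 units per day (standard error 0.012, adjusted p = 4.6e-13, limma), between -0.18 and -0.16 in the 4 replicate series fitted alone and -0.17 with the replicate number as a block (adjusted p = 8.4e-12). The gut score moved the slope most, to -0.080 (adjusted p = 0.0023, limma).

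*puc*, which encodes a phosphatase of JNK, lies on chromosome 3R from 8105332 to 8122294. Its expression in the tumors was 206 ± 8.07 CPM at 4 days, 177 ± 4.84 CPM at 5 days (SD, n = 4 each) and 152 ± 5.92 CPM at 6 days (SD, n = 3). It was lowest at 10 days, at 145 ± 5.63 CPM, and was 151 ± 8.37 CPM at 8 days, 155 ± 20.7 CPM at 12 days and 173 ± 15.0 CPM at 14 days (SD, n = 4 each). The slope was -0.022 log2 units per day (standard error 0.0094, adjusted p = 0.037, limma), negative in all 4 replicate series, from -0.037 to -0.0066, and -0.022 with the replicate number as a block (adjusted p = 0.039). It was no longer past the threshold with scaling by library size alone (-0.017, adjusted p = 0.10, limma), without a filter on low counts (adjusted p = 0.054, limma), with edgeR's quasi-likelihood test (-0.020, adjusted p = 0.059) or in 7 of the 27 fits that each left out 1 sample. With the gut score in the model the slope was positive, at 0.051 (adjusted p = 0.0066, limma). Over 4 to 10 days alone it was -0.076 (adjusted p = 3.8e-06, limma).

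**Figure D3:**
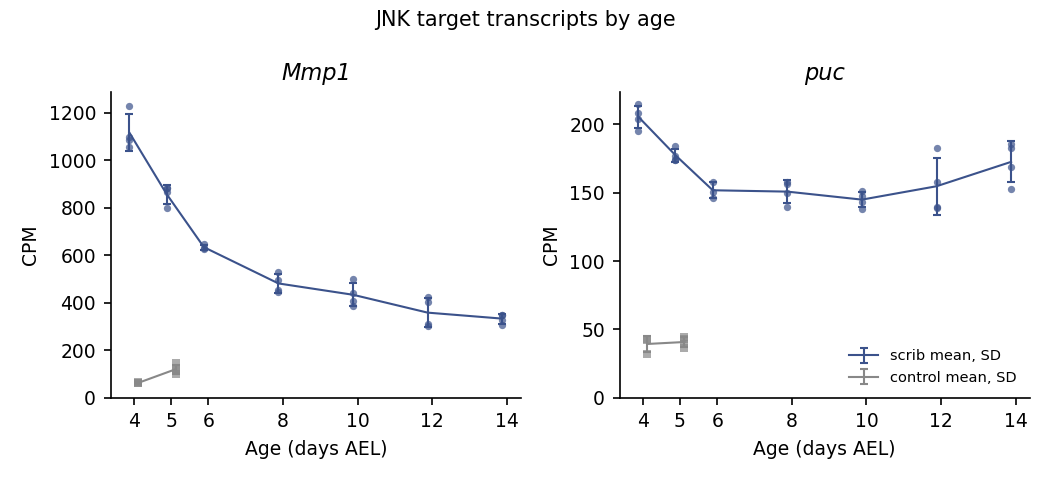
Expression of *Mmp1* and *puc* in CPM in control discs and *scrib* mutant tumors by age in days AEL, with 1 point per sample, group means and SD bars. *Mmp1* in the tumors goes from a mean of 1117 CPM at 4 days to 334 CPM at 14 days, and *puc* has its lowest mean, 145 CPM, at 10 days.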

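In control discs the expression of *Mmp1* was 63.01 ± 2.67 CPM at 4 days AEL (SD, n = 3) and 120.3 ± 20.0 CPM at 5 days (SD, n = 4), and that of *puc* was 39.4 ± 6.19 CPM (SD, n = 3) and 40.8 ± 3.87 CPM (SD, n = 4). Against control discs of the same age, the log2 fold change of *Mmp1* in tumors was 4.13 at 4 days (standard error 0.11, adjusted p = 7.5e-24, limma) and 2.84 at 5 days (standard error 0.099, adjusted p = 4.2e-21, limma). For *puc* it was 2.37 at 4 days (standard error 0.088, adjusted p = 4.5e-20, limma) and 2.10 at 5 days (standard error 0.081, adjusted p = 6.4e-20, limma). The effect on *Mmp1* was smaller at 5 days by a log2 difference of -1.29 (adjusted p = 2.6e-08, limma), and its level in control discs rose by 0.91 from 4 to 5 days (adjusted p = 2.4e-08, limma).

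Tumors older than 5 days were compared with control discs of 5 days, since control discs were collected at 4 and 5 days only, and age and genotype then differ together. The smallest of the log2 fold changes of *Mmp1* was 1.48 at 14 days (adjusted p = 3.4e-14, limma), and that of *puc* was 1.81 at 10 days (adjusted p = 4.3e-18, limma). Every tumor sample lay above every control sample for both genes, with a lowest tumor value of 300.9 CPM for *Mmp1* and 138.1 CPM for *puc* against highest control values of 147.1 and 44.7 CPM. Scaling by library size alone moved these smallest differences most among the settings tried on all samples, to 1.44 for *Mmp1* and 1.75 for *puc*.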

Although JNK signaling activity is elevated in *scrib* tumors of all stages compared with wild-type wing discs (Fig. 3A,B), in agreement with previous reports (Bunker et al., 2015; Igaki et al., 2006), we found that the protein levels of Mmp1 and TRE-DsRED, a JNK signaling reporter (Chatterjee and Bohmann, 2012), decreased significantly in *scrib* tumors at 8 days AEL compared with *scrib* tumors at 5 days AEL (Fig. 3B). These data suggest that JNK signaling activity decreases as the *scrib* tumors grow over time.

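Between successive ages the log2 change of *Mmp1* in the tumors was -0.38 from 4 to 5 days (standard error 0.099, adjusted p = 0.0050, limma), -0.43 from 5 to 6 days (adjusted p = 0.0084, limma) and -0.40 from 6 to 8 days (adjusted p = 0.0055, limma). The later changes, -0.15 from 8 to 10 days, -0.28 from 10 to 12 days and -0.09 from 12 to 14 days, had adjusted p-values of 0.28, 0.085 and 0.62 in limma. The change of *puc* was -0.21 from 4 to 5 days (standard error 0.081, adjusted p = 0.058, limma) and -0.22 from 5 to 6 days (adjusted p = 0.12, limma). It passed the threshold from 4 to 5 days with DESeq2's size factors (adjusted p = 0.040, limma) and, for both steps, in a model of only the 2 groups compared (adjusted p = 0.0023 for each, limma). From 8 days on, the steps of *puc* were -0.06, 0.09 and 0.16, with adjusted p-values of 0.67, 0.63 and 0.19 in limma. From the fall of the RNA of these target genes, together with protein levels of Mmp1 and the TRE-DsRED reporter that were measured by western blot, the paper proposes that JNK signaling activity decreases as the tumors grow.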

**Fig. 3.**
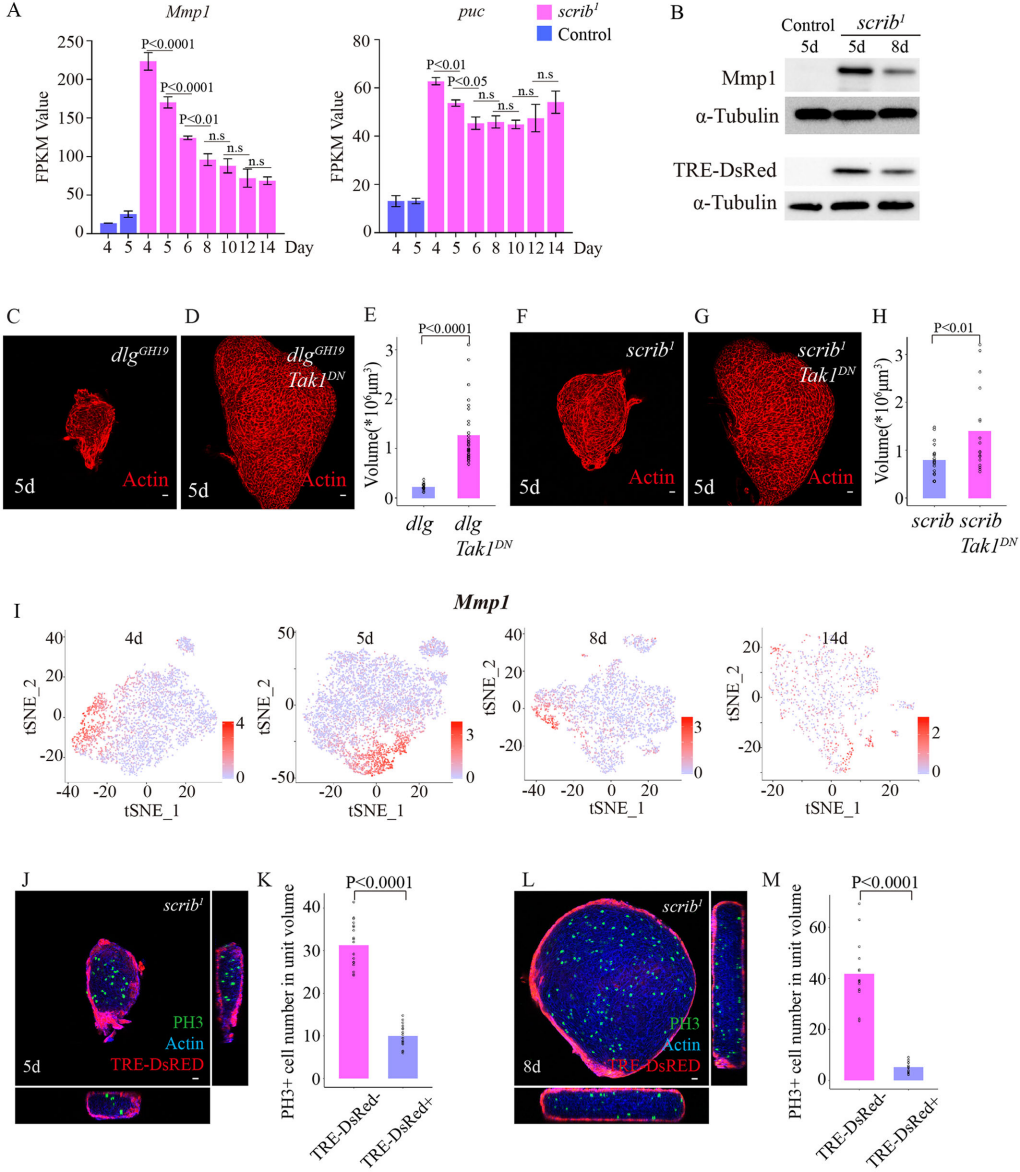
**High JNK signaling activity causes growth arrest in early *scrib* mutant tumors.** (A) Gene expression levels for *puc* and *Mmp1*, the JNK signaling activity reporter genes, as FPKM (fragments per kilobase million) values measured in the bulk RNA-seq experiments shown in Fig. 2A,B. Control genotype was *FRT82B*. Statistical analysis was performed using the one-way ANOVA test. (B) Western blot analysis of Mmp-1 and TRE-DsRed protein levels in control imaginal discs at 5 days AEL and *scrib^1^* mutant wing imaginal discs at 5 and 8 days AEL. Control genotype was *scrib^1^/TM6B*. (C,D) Imaginal discs from *dlg^GH19^* (C) and *dlg^GH19^ Tak1^DN^* (D) at 5 days AEL, stained for actin (red). Genotype for C was *dlg^GH19^*/Y; *c855a-Gal4/*^+^, *n*=19, 2.2±0.6×10^5^ μm^3^. Genotype for D was *dlg^GH19^*/Y; UAS-*Tak1^DN^/^+^; c855a-Gal4/^+^, n*=30, 1.3±0.6×10^6^ μm^3^. (E) Quantification of the tumor volumes. Statistical analysis was performed by unpaired *t*-test. (F,G) Imaginal disc from *scrib^1^* (F) and *scrib^1^ Tak1^DN^* (G) at 5 days AEL, stained for actin (red). Genotype for F was *c855a-Gal4 scrib^1^/scrib^1^*, *n*=19, 8±3×10^5^ μm^3^. Genotype for G was UAS-*Tak1^DN^/^+^; c855a-Gal4 scrib^1^/scrib^1^*, *n*=17, 1.4±0.9×10^6^ μm^3^. (H) Quantification of the tumor volumes. Statistical analysis was performed by unpaired *t*-test. (I) t-SNE projection of *scrib^1^* mutant cells at 4, 5, 8 and 14 days AEL, where individual cells are colored by the normalized expression level of *Mmp1*. The gene expression level normalization was performed using the default LogNormalize method in Seurat. (J,L) AEL *scrib^1^* imaginal disc at 5 (J) and 8 (L) days AEL, stained for actin (blue) and PH3 (green). Genotype was TRE-dsRED/^+^; *scrib^1^/scrib^1^*. (K,M) Quantification of the PH3^+^ cell number per unit volume. 5 days TRE-DsRed^–^, *n*=20, 3.1±0.5/10^8^ μm^3^; 5 days TRE-DsRed^+^, *n*=20, 10±2/10^7^ μm^3^. 8 days TRE-DsRed^–^, *n*=15, 4±1/10^8^ μm^3^; 8 days TRE-DsRed^+^, *n*=15, 5±2/10^7^ μm^3^. Statistical analysis was performed by unpaired *t*-test. Scale bars: 10 μm.

We also found that the growth arrest phenotype in early *scrib* or *dlg* tumors was effectively rescued through overexpression of a dominant-negative form of Tak1 (Tak1^DN^) or Basket (Bsk^DN^), which block JNK signaling activity (Fig. 3C-H; Fig. S7). Notably, overexpression of Ras^V12^, NICD or Yki^S168A^ (an active form of Yki), which are known to promote *scrib* clonal growth in a mosaic setting (Brumby and Richardson, 2003; Chen et al., 2012; Pagliarini and Xu, 2003), did not rescue the growth arrest phenotype in early *scrib* tumors (Fig. S8). Note that we used a C855a-Gal4 driver that expresses early in whole *scrib* or *dlg* tumors and does not cause lethality when Ras^V12^ or NICD are co-expressed (Fig. S9). Together, the data suggest that high JNK activity is a potent inhibitor of tumor growth in early *scrib* tumors. This result is consistent with a recent study showing that injury-induced JNK activation in wing imaginal discs also leads to cell cycle arrest at G2 (Cosolo et al., 2019).

We next examined why JNK signaling activity decreases as the *scrib* tumors grow. From single-cell transcriptomic data generated from *scrib* mutant tumors, we found that expression of the JNK signaling reporter gene *Mmp1* is highly heterogeneous (Fig. 3I). This data led us to re-examine the Mmp1 expression pattern; we found that Mmp1 showed strongest signals at the periphery of *scrib* mutant tumors (Movies 1, 2). To exclude the possibility that the Mmp1 staining pattern was an artifact from poor antibody penetrance, we examined the expression pattern of a JNK signaling reporter TRE-DsRED without using antibody staining. Similarly, we found that TRE-dsRED displayed a radial polarity, with the strongest fluorescence signals at the periphery of *scrib* mutant tumors (Fig. 3J-M). Moreover, single-cell transcriptomic analysis demonstrated that *Mmp1* expression shows high correlation with a number of cytoskeletal genes, such as *cindr* (Table S1; Fig. S10). A protein-trap line of *cindr* also revealed a radial polarity in *scrib* mutant tumors (Movies 3, 4). Therefore, JNK signaling activation in homozygous *scrib* mutant tumors exhibited a radial polarity, with JNK^high^ cells located at the surface of the *scrib* tumors. Because *scrib* mutant tumors grow in a compact manner, the surface-to-volume ratio drops as the tumor volumes increases, leading to a decrease in the percentage of JNK^high^ G2/M-arrested cells over time.

### ERK signaling activity increases over time and promotes tumor growth in late-stage *scrib* mutant tumors

The bulk *scrib* tumor time series transcriptomic data demonstrated that components of the ERK signaling pathway also showed significant changes (Fig. 4A). Moreover, when we ordered genes by the change in the percentage of cells expressing the specific gene in single-cell transcriptomic data, we noticed that *kekkon1 (kek1)*, a well-established ERK signaling target (Ghiglione et al., 2003, 1999), was ranked at the top. 

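*kek1* lies on chromosome 2L of BDGP6 from 12817000 to 12822787 and encodes a transmembrane protein. In the tumors its expression was 12.3 ± 0.827 CPM at 4 days AEL, 17.8 ± 0.8292 CPM at 5 days (SD, n = 4 each) and 32.7 ± 4.15 CPM at 6 days (SD, n = 3). It was 74.8 ± 3.32 CPM at 8 days, 98.1 ± 11.5 CPM at 10 days, 120.7 ± 17.4 CPM at 12 days and 143 ± 15.2 CPM at 14 days (SD, n = 4 each). The slope was 0.35 log2 units per day (standard error 0.023, adjusted p = 9.8e-14, limma), with 0.33 to 0.37 in the 4 replicate series and 0.35 with the replicate number as a block (adjusted p = 2.4e-12). The gut score moved it most, to 0.12 (adjusted p = 1.9e-04, limma). Control discs had 138 ± 9.70 CPM at 4 days (SD, n = 3) and 236 ± 6.26 CPM at 5 days (SD, n = 4). Against control discs of 5 days the log2 fold change was -4.15 at 4 days (standard error 0.086, adjusted p = 1.5e-26, limma), -1.64 at 8 days and -0.72 at 14 days (adjusted p = 1.1e-08, limma), so *kek1* stayed below this control at each tumor age. Against control discs of the same age it was -3.39 at 4 days (adjusted p = 3.6e-23, limma) and -3.65 at 5 days (adjusted p = 4.2e-25, limma).

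**Figure D4:**
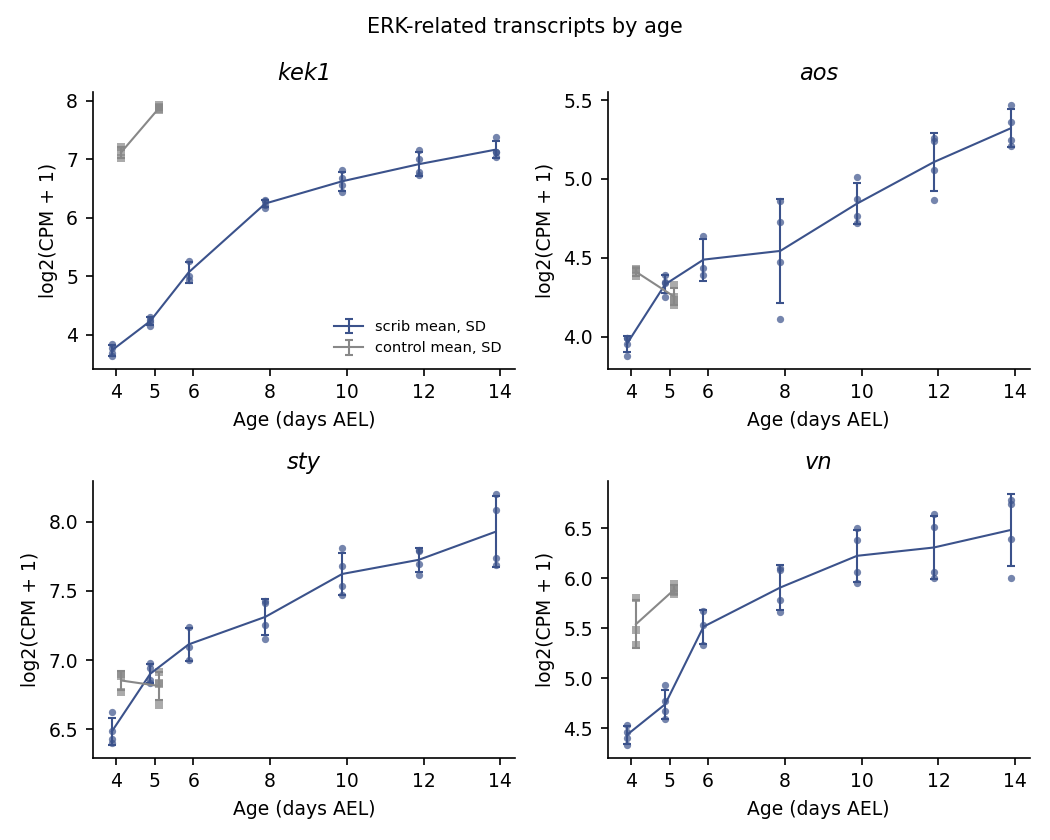
Expression of *kek1*, *aos*, *sty* and *vn* as log2(CPM + 1) in control discs and *scrib* mutant tumors by age in days AEL, with 1 point per sample. The mean of *kek1* in the tumors goes from 12.3 CPM at 4 days to 143 CPM at 14 days, below the 236 CPM of control discs at 5 days.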

Few *kek1^+^* cells existed in early *scrib* tumors and the majority of cells were *kek1^+^* in late *scrib* tumors (Fig. 4B; Fig. S11). Using a *kek1-lacZ* line (Musacchio and Perrimon, 1996), we confirmed that late *scrib* tumors indeed harbored many more *kek1^+^* cells than early *scrib* tumors (Fig. 4C-E). Similarly, the expression of *sprouty (sty)* (Casci et al., 1999) and *argos (aos)* (Golembo et al., 1996), two other genes induced by ERK activity, also increased over time (Fig. 4A; Fig. S12). Moreover, the expression of *vein* (*vn)*, an EGFR ligand promoting patterning and proliferation in wing imaginal discs (Schnepp et al., 1996), also increased over time (Fig. 4A; Fig. S12). 

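*sty* lies on chromosome 3L from 3401153 to 3424935 and *aos* on the same chromosome arm from 16470386 to 16483650. The expression of *sty* in the tumors rose from 88.6 ± 6.36 CPM at 4 days AEL to 158.5 ± 14.47 CPM at 8 days and 246 ± 43.6 CPM at 14 days (SD, n = 4 each), against 112 ± 7.62 CPM in control discs at 5 days (SD, n = 4). Its slope was 0.13 log2 units per day (standard error 0.0096, adjusted p = 5.4e-13, limma), positive in all 4 replicate series, and 0.077 with the gut score in the model (adjusted p = 0.0013, limma). Against control discs of 5 days, the log2 fold change of *sty* was -0.33 at 4 days (adjusted p = 0.0017, limma), 0.09 at 5 days (adjusted p = 0.38, limma) and 1.12 at 14 days (adjusted p = 2.5e-12, limma). The expression of *aos* rose from 14.49 ± 0.561 CPM at 4 days to 22.8 ± 5.15 CPM at 8 days and 39.1 ± 3.37 CPM at 14 days (SD, n = 4 each), against 18.1 ± 0.723 CPM in control discs at 5 days (SD, n = 4). Its slope was 0.12 (standard error 0.0095, adjusted p = 1.8e-12, limma), also positive in all 4 series, and stayed at 0.12 with the gut score (adjusted p = 6.8e-05, limma). The log2 fold change of *aos* over control discs of 5 days was -0.30 at 4 days (adjusted p = 0.011, limma), 0.08 at 5 days (adjusted p = 0.51, limma) and 1.07 at 14 days (adjusted p = 1.8e-10, limma). With the replicate number as a block, the slopes were 0.13 for *sty* and 0.12 for *aos*.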

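*vn* lies on chromosome 3L from 5813338 to 5845664. Its expression in the tumors was 20.6 ± 1.29 CPM at 4 days AEL, 25.8 ± 2.76 CPM at 5 days (SD, n = 4 each) and 44.9 ± 5.36 CPM at 6 days (SD, n = 3), and reached 59.5 ± 9.19 CPM at 8 days and 90.5 ± 21.5 CPM at 14 days (SD, n = 4 each). Control discs had 45.97 ± 8.04 CPM at 4 days (SD, n = 3) and 58.2 ± 1.85 CPM at 5 days (SD, n = 4). The slope was 0.20 log2 units per day (standard error 0.019, adjusted p = 1.5e-10, limma), with 0.18 to 0.23 in the 4 replicate series and 0.20 with the replicate number as a block (adjusted p = 8.5e-10). With the gut score in the model it was 0.065 and no longer past the threshold (adjusted p = 0.11, limma). Against control discs of 5 days the log2 fold change was -1.46 at 4 days (adjusted p = 8.6e-10, limma), 0.02 at 8 days (adjusted p = 0.93, limma) and 0.60 at 14 days (adjusted p = 9.3e-04, limma).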

Together, these data suggest that ERK activity increases over time as *scrib* mutant tumors grow.

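The rise of the 4 genes was also present over the first days of the series. Fitted over the tumors of 4 to 10 days alone, the slope was 0.51 log2 units per day for *kek1* (adjusted p = 1.0e-12), 0.31 for *vn* (adjusted p = 1.2e-09), 0.17 for *sty* (adjusted p = 1.7e-09) and 0.13 for *aos* (adjusted p = 5.4e-06), all from limma. At 4 days each of the 4 genes was lower in tumors than in control discs of the same age, with log2 fold changes of -0.37 for *sty* (adjusted p = 0.0016), -0.46 for *aos* (adjusted p = 8.4e-04) and -1.11 for *vn* (adjusted p = 1.0e-06) in limma. From the rise of these target genes and of the ligand *vn*, together with its single-cell and imaging data, the paper proposes that ERK activity increases as the tumors grow.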

**Fig. 4.**
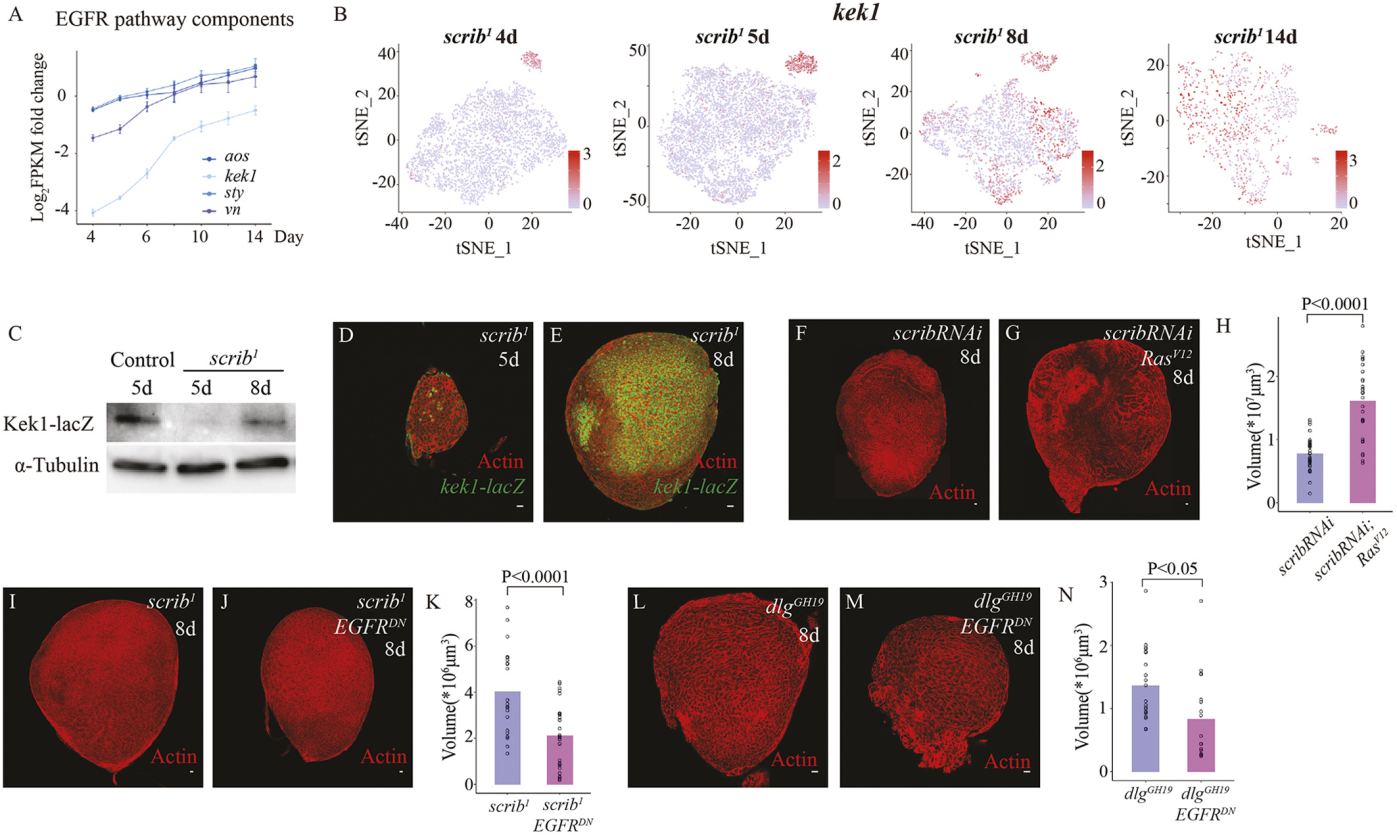
**ERK signaling activity increases over time and promotes growth of late-stage *scrib* mutant tumors.** (A) Expression levels for *aos*, *kek1*, *sty*, the EGFR signaling activity reporter genes, and *vn*, an EGFR signaling ligand, in *scrib* mutant tumors normalized by the respective expression level in control imaginal discs at 5 days AEL using log_2_(FPKM fold change) values. Control genotype was *FRT82B*. (B) t-SNE projection of *scrib^1^* mutant cells at 4, 5, 8 and 14 days AEL, where individual cells are colored by the normalized expression level of *kek1*. The gene expression level normalization was performed using the default LogNormalize method in Seurat. (C) Western blot analysis of β-galactosidase protein level in control imaginal discs at 5 days AEL and in *kek1-lacZ*; *scrib^1^* mutant wing imaginal discs at 5 and 8 days AEL. Control genotype was *kek1-lacZ/^+^; scrib^1^/TM6B*. (D,E) *kek1-lacZ*; *scrib^1^* mutant tumors at 5 (D) and 8 (E) days AEL, stained for β-galactosidase (green) and actin (red). (F,G) *scrib RNAi* (F) and *scrib RNAi Ras^V12^*(G) imaginal discs at 8 days AEL, stained for actin (red). Genotype for F was *c855a-Gal4/UAS-scrib RNAi, n*=32, 8±3×10^6^ μm^3^. Genotype for G was UAS-*Ras^V12^/^+^; c855a-Gal4/UAS-scrib RNAi*, *n*=28, 1.6±0.7×10^7^ μm^3^. (H) Quantification of the tumor volumes. (I,J) *scrib^1^* (I) and *scrib^1^ EGFR^DN^* (J) imaginal discs at 8 days AEL, stained for actin (red). Genotype for (I) was *c855a-Gal4 scrib^1^/scrib^1^, n*=21, 4±2×10^6^ μm^3^. Genotype for J was UAS-*EGFR^DN^/^+^; c855a-Gal4 scrib^1^/ scrib^1^*, *n*=31, 2±1×10^6^ μm^3^. (K) Quantification of the tumor volumes. (L,M) *dlg^GH19^* (L) and *dlg^GH19^ EGFR^DN^* (M) imaginal discs at 8 days AEL, stained for actin (red). Genotype for L was *dlg^GH19^*/Y; *c855a-Gal4/*^+^, *n*=21, 1.4±0.6×10^6^ μm^3^. Genotype for M was *dlg^GH19^*/Y; UAS-*EGFR^DN^/^+^; c855a-Gal4/* UAS-*EGFR^DN^*, *n*=18, 8±7×10^5^ μm^3^. (N) Quantification of the tumor volumes. All statistical analyses were performed by unpaired *t*-test. Scale bars: 10 μm.

ERK signaling activity is required for both growth and patterning in wing imaginal discs (Diaz-Benjumea and Hafen, 1994; Prober and Edgar, 2000; Zecca and Struhl, 2002a,b). Here, we focused on examining whether increasing ERK activity over time influences *scrib* tumor growth. Interestingly, although overexpression of Ras^V12^ did not rescue early *scrib* mutant tumors from growth arrest (Fig. S8), it significantly increased the size of *scrib* mutant tumors at later stages (Fig. 4F-H). Conversely, blocking ERK signaling activity through expression of a dominant-negative form of EGFR (Buff et al., 1998) (Fig. 4I-N) and ERK and Ras RNAi constructs (Fig. S13) led to a reduction in *scrib* and *dlg* mutant tumor sizes at later stages. These data suggest that an increase in ERK signaling activity promotes *scrib* tumor growth at later stages.

Interestingly, ERK and JNK pathways have extensive cross-talks in *scrib* mutant tumors, as indicated by the high correlation of a number of ERK pathway components with Mmp1 expression at the single-cell level (Table S1; Fig. S14). Moreover, when we blocked JNK signaling activity in early *scrib* mutant tumors, we observed an increase in *kek1^+^* cell number (Movies 5, 6; Fig. S15) in addition to an increase in tumor size (Fig. 3C-H), indicating that high JNK signaling activity possibly represses ERK activity in early *scrib* mutants. However, the molecular mechanism mediating JNK repression of ERK activity remains unclear.

## DISCUSSION

Here we have demonstrated that dynamic changes in JNK and ERK activities underlie a transition from a growth arrest state to a proliferation state over time in *Drosophila scrib* mutant tumors.

We found that JNK signaling activation exhibited a radial polarity, with JNK^high^ cells located at the surface of homozygous *scrib* mutant tumors. We do not yet know the underlying reason for the heterogeneous JNK activation pattern. One possible reason is that the active JNK ligand Eiger might be mostly provided from external sources. This might involve hemocytes (Cordero et al., 2010) or the fat body, as recently shown for another nTSG mutant *alg3* (de Vreede et al., 2018). Another possible input is potential mechanical stresses that the tumor surface cells experience because JNK signaling is activated at leading-edge cells, which assemble supracellular actin cables and experience high actomyosin-dependent tensile force during dorsal closure (Martin-Blanco et al., 1998).

JNK activation induced by injury in the wing imaginal discs also leads to cell cycle arrest at G2, which can be restored by overexpression of Cdc25/String (Cosolo et al., 2019). We found that expression of *Cdc25*/*string(stg)* and *Cks30A* anti-correlates with *Mmp1* in the single-cell data. Moreover, we could not rescue growth arrest in early *scrib* mutant tumors by overexpression of String alone (data not shown), indicating that the cell cycle defects in early *scrib* mutant tumors are probably mediated by multiple factors downstream of high JNK signaling activity.

Clonal *scrib* mutant cells are eliminated through cell competition when they are surrounded by wild-type neighbors (Brumby and Richardson, 2003; Vaughen and Igaki, 2016; Yamamoto et al., 2017). It is noteworthy that clonal *scrib* mutant cells are likely to be in a different state from growth-arrested homozygous *scrib* mutant cells. Studies have shown that overexpression of Ras^V12^, NICD and p35 can effectively block the clonal *scrib* mutant cells from undergoing apoptosis induced by cell competition. In our study, we found that overexpression of Ras^V12^, NICD and p35 had little effect in relieving the early *scrib* mutant tumors from growth arrest. It is likely that interactions between clonal *scrib* mutant cells and wild-type cells during cell competition induce an additional layer of complexity into determination of clonal *scrib* mutant cell state, as the effects of JNK activation are known to be highly context dependent (Pinal et al., 2019).

In human solid tumors, the tumor margin and core were also shown to experience different immune environments (Kather et al., 2018). Our study highlights that tissue topological factors (peripheral versus center) can be an inherent source of diversity in cell populations in growing tumors and that dynamic signaling rewiring during the processes of early tumorigenesis does not necessarily require the generation of *de novo* mutations or new cell clones.

## MATERIALS AND METHODS

### Fly stocks

The fly strains used in this study were *scrib^1^* FRT82B/TM6B (Bilder et al., 2000), *dlg^GH19^* FRT19A/FM7c (a kind gift from the Schupbach laboratory, Princeton University; a C-to-T mutation led to a stop codon at Q42), UAS-*scrib* RNAi on the second chromosome (Bloomington/BL38199), UAS-*scrib* RNAi on the third chromosome (BL35748), UAS-*dlg* RNAi on the third chromosome (BL35772), UAS-Ras85D RNAi (BL34619), UAS-ERK RNAi(BL34855), y[1] v[1]; P{y[+t7.7]=CaryP}attP2 (BL36303, the third chromosome TRiP line background strain), y[1] v[1]; P{y[+t7.7]=CaryP}attP40 (BL36304, the second chromosome TRiP line background strain), engrailed-Gal4 UAS-GFP (BL25752), engrailed-Gal4 (BL30564), UAS-p35 (Hay et al., 1994) (BL6298), Fly-FUCCI (BL55098), worGal4, UAS-cherry::Jupiter, Sqh::GFP (Cabernard and Doe, 2013), c855a-Gal4 (Hrdlicka et al., 2002) (BL6990), UAS-Ras^V12^ (Karim and Rubin, 1998), UAS-Yki^S168A^ (Oh and Irvine, 2009) (BL28818), UAS-NICD (Rebay et al., 1993), UAS-Bsk^DN^ (Igaki et al., 2006) (a kind gift from Jose C. Pastor-Pareja School of Life Sciences, Tsinghua University, China), UAS-Tak1^DN^ (BL58811), TRE-dsRED (Chatterjee and Bohmann, 2012), kek1-lacZ (Ghiglione et al., 2003) and UAS-EGFR^DN^ (Buff et al., 1998) (BL5364), cindr^CA06686^ (BL50802).

### Immunohistochemistry

About 50 embryos collected within 3 h were put into an individual vial of fly food to avoid crowding and the larvae raised in an incubator at 25°C for appropriate lengths of time before dissection. Imaginal discs were fixed and stained according to standard protocols. The primary antibodies used were mouse anti-phospho-Histone3 (1:1000; Cell Signaling Technology), mouse anti-Mmp 1(1:30; a mixture of 5H7B11, 3A6B4 and 3B8D12, DSHB) and mouse anti-beta-galactosidase (1: 25, 40-1a, DHSB). The secondary antibodies conjugated with various Alexa Fluor dyes (Thermo Fisher Scientific) were used at 1:500. Phalloidin conjugated with Alexa Fluor dyes (1:1000, Thermo Fisher Scientific) and Hoechst 33342 (1:10,000, Thermo Fisher Scientific) were used to stain F-actin and DNA, respectively. All images were acquired on a Leica TCS SP8 confocal microscope.

### Western blotting

About 30 larvae were dissected in PBS. Cell lysates were homogenized in 1× RIPA (Millipore) with protease inhibitors (Roche). The primary antibodies used were mouse anti-MMP1 (1:100; a mixture of 5H7B11, 3A6B4 and 3B8D12, DSHB), rabbit anti-DsRed (1:1000; Takara) mouse anti-beta-galactosidase (1:250; 40-1a, DHSB) and mouse anti-alpha-tubulin (1:5000; 12G10, DSHB).

### Image processing and data analysis

Images were taking as z-stacks with a step size of 1 μm. Tissue volume was measured with Measure Stack plugin in Fiji using the actin-staining channel; the wand tool was used to select regions of interest, where manual adjustment of tolerance value and recognition of edges were made for each slice. PH3^+^ cell number was calculated with the Cell Counter plugin in Fiji.

### Fluorescence-activated cell-sorting

Wing imaginal discs were dissociated in 0.25% trypsin-EDTA solution at 37°C for 10 min and stained with Hoechst at 37°C for 45 min. Cells were sorted with BDFACSAria IIIu and the data analyzed with FlowJo.

### *Drosophila* neuroblast live imaging

Female virgins of hsFLP; worGal4, Sqh::GFP,UASCherry::jupiter; FRT82B/TM6B were crossed with males of *scrib*FRT82B/TM6B. Progeny were heat-shocked at 38°C (in the water bath) for 1 h and subsequently raised at 25°C until imaging. Larvae (5 days AEL) were then dissected and imaged according to standard protocols (Cabernard and Doe, 2013). For wild-type controls, larvae expressing wt; worGal4,Sqh::GFP,UASCherry::jupiter; Dr/TM6B were dissected and imaged with the same laser setting as that of the *scrib* mutant neuroblasts.

### Bulk RNA-seq and data analysis

Total RNA was extracted from control and *scrib^1^* wing imaginal discs with the RNeasy Mini Kit (Qiagen). Construction of cDNA libraries and 150 bp paired-end sequencing on Illumina HiSeq platform were performed by Novogene. Cleaned raw reads obtained from Novogene were mapped to the reference genome (BDGP6) using STAR (2.5.4a) (Dobin et al., 2013). Default parameters were used except for the max intron size, which was set at 100,000. Counts were generated by featureCounts available in Subread package (1.32.2) with the default setting (Liao et al., 2013). PCA analysis was performed in DESeq2 (1.22.2) after low expression genes were filtered (baseMean>100) (Love et al., 2014). Count normalization to counts per million (cpm) was performed using edgeR (3.24.3) before hierarchical clustering (hclust function in R) (Robinson et al., 2010). Linear regression was performed using the lm function in R (3.5.2). Pathway enrichment analysis was performed using the default setting of clusterProfiler (3.10.1) (Yu et al., 2012). The GEO accession number for these data is GSE130243.

### 10x Genomics single cell RNA-seq data analysis

Single-cell RNA-seq data from staged *scrib^1^* wing imaginal discs were generated in another study (M.D., Y.W., L.Z., Yang Yang, S.H., J.W., Hao Ge, Toyotaka Ishibashi and Y.Y., unpublished; GEO accession number GSE130566). Raw data mapping and primary analysis was performed in the Cell Ranger pipeline. The t-SNE plot for marker gene expression pattern was plotted using Seurat (v2.3.4) using default settings (Butler et al., 2018). To calculate the correlation coefficients for any two genes *x* and *y* in single cells, the normalized expression levels of genes *x* and *y* form two numeric vectors that can be used to compute the correlation coefficient (*r*) using Pearson’s formula:
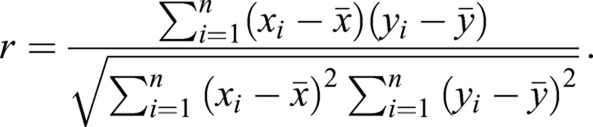

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

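Bulk RNA-seq was made by the authors from wing imaginal discs of control larvae (*FRT82B*) at 4 and 5 days AEL and from *scrib1* mutant tumors at 4, 5, 6, 8, 10, 12 and 14 days AEL, in 34 libraries of 9 groups with 3 or 4 replicates each. The single-cell, imaging and western blot experiments of the paper were not analysed here. According to the paper's methods, the authors mapped the reads to BDGP6 with STAR and counted them per gene with featureCounts. The deposited values are CPM, which the authors made from these counts with the edgeR package, after a scaling of each library. In libraries whose values sum to more than plain CPM would, the deposited numbers were treated as a score that the authors made in the same way, since they were whole multiples of a single step as in the other libraries, and were analysed as CPM like them. The sum over all genes lay between 919588.8 and 1054125, and the scaling factors implied by it between 0.949 and 1.09.

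The analysis was designed for read counts. Since the values were CPM instead, the tests were run with limma on log2(CPM + 1), and edgeR's quasi-likelihood test, which the design named, was run on reads recovered from the values. Dividing each value by the step of its library gave whole reads for 100% of the values in every library. Fold changes and slopes on log2(CPM + 1) understate changes of genes with low expression. The libraries held 18437402 to 26619424 reads on genes and 10571 to 11361 detected genes, and the 10 highest genes took 7.14 to 9.02% of the CPM. By group, the median was 21869101 reads in control discs at 4 days and 20846440 at 5 days. In tumors it was 19483114 at 4 days, 21774726 at 5 days, 20577634 at 6 days, 19788284 at 8 days, 19984175 at 10 days, 20326752 at 12 days and 20479538 at 14 days. A value of 3 reads, 0.116 to 0.166 CPM, was taken as the smallest that can be told from 0. Counting error was a small part of the differences between replicates, whose mean squared difference over 48 pairs was 5.79 to 46.9 times, with a median of 14.6 times, that of sampling noise alone.

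Genes were filtered with edgeR's filterByExpr by group on the recovered reads, which left 9408 genes over the 27 tumor samples and 9637 over all samples. For changes over time, log2(CPM + 1) was regressed on age in days across the tumor samples with limma (empirical Bayes with an intensity trend). For comparisons between groups, limma was fitted to the 9 group means with all samples sharing the estimate of the spread. The p-values were adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. Samples of different ages and genotypes share replicate numbers in their labels, and the replicate block rests on these shared numbers alone. Results are given without the block, and the block was run beside them. The labels and the paper's text name no sequencing batch or date.

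Single genes were named by a fixed choice. It took every gene that the paper names in its transcript results or discussion and that is listed in the values, and the members of a gene list with the largest and smallest slope. It also took the 5 rising and 5 falling genes with the steepest slopes among those past the threshold, with a mean of at least 10 CPM in the tumors and the same sign in each of the 4 replicate series fitted alone. Without the members of the gene lists, this gave 23 genes. Gene positions and exon lengths came from an annotation of BDGP6 that matched 17490 of the 17641 listed symbols (99.1%) and may differ from the authors' release. FPKM values for *Mmp1* and *puc* were made with these exon lengths and the reads on genes.

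The PCA used rlog values from DESeq2 of the recovered reads for genes with a mean normalized count above 100, as in the legend of Fig. 2A. Hierarchical clustering used CPM scaled per gene, Euclidean distance and complete linkage on the same genes. The clustering was first computed on all genes with at least 1 read, and the filter named in the legend of Fig. 2B was then applied. Correlations across samples were tested with 100000 permutations. In place of the KEGG and GLAD databases, 8 gene lists were written from gene names and tested in the 10% of tested genes with the highest and the lowest slopes by a one-sided Fisher's exact test, adjusted over 16 tests, with all tested genes as the background. All members were listed in the values for 6 of the lists, against 25 of 26 for Notch signaling and 16 of 17 for the citrate cycle. Lists of marker genes of other cell types and a list of 20 gut genes served to test for RNA of other tissues.

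The tests were tried on simulated data with 200 changed genes. For slopes, limma found 200 of the 200 with 9 false among 209 calls (4.3%). For a contrast between 2 groups it found 200 with 12 false among 212 calls (5.7%). The simulated genes varied independently with a common dispersion, and only well expressed genes were changed. In the tumors 77.2% of the tested genes had a slope past the threshold, so these rates need not carry over. Settings other than the main ones were scaling by DESeq2's size factors or by library size alone, DESeq2's Wald test, and lm with and without a log. Others were no filter on low counts or a mean normalized count above 100, the replicate block and a model of only the 2 groups compared. Ages 4 to 10 days only, other values, gene filters and scaling for the PCA, and other linkage and distance for the clustering were also tried. The rest were the highest and lowest 5% or 20% of slopes, the camera test, and each sample left out in turn. Chosen after the data had been seen were edgeR's test on recovered reads, a pseudocount of 0.1, clustering of all genes, a MAPK signaling list without *kek1*, *aos*, *sty* and *vn*, and models with a score of gut genes or of the roX genes beside age. Computations used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 for the plots. GC content was not tested, and the imaging and single-cell sentences of the paper received no values.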

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

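The difference between ages in the effect of the genotype and the choice of named genes had been set before the data were examined. So had the replicate block, the model of only the groups compared and the fits that left out samples. All other tests in this part were chosen only after the result was seen.

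The effect of the *scrib* genotype, taken as the log2 fold change over control discs of the same age, differed between 4 and 5 days for 9 of the 13 genes that the paper names. The interaction in limma was 1.15 for *stg* (adjusted p = 2.8e-08), 0.81 for *Cks30A* (adjusted p = 1.8e-09), 0.54 for *aos* (adjusted p = 0.0061), 0.46 for *sty* (adjusted p = 0.0066), 0.31 for *l(2)gl* (adjusted p = 1.0e-04) and 0.25 for *scrib* (adjusted p = 0.020). It was -1.29 for *Mmp1* (adjusted p = 2.6e-08), -0.56 for *cindr* (adjusted p = 2.2e-06) and -0.46 for *egr* (adjusted p = 0.0498) in limma. Each of these 9 kept its sign in the 15 fits that each left out 1 of the samples compared. The interaction of *egr* was past the threshold in only 2 of those 15 fits and had an adjusted p of 0.073 in limma with the replicate block. That of *scrib* was not past it in 3 of the 15 fits. Nor was it past the threshold in a model of only the groups that the interaction compares (0.25, adjusted p = 0.059, limma).

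After every library was thinned to the smallest, which removes differences in sequencing depth, the interactions were 1.16 for *stg*, 0.80 for *Cks30A*, 0.54 for *aos*, 0.47 for *sty*, 0.31 for *l(2)gl*, 0.25 for *scrib*, -1.29 for *Mmp1*, -0.56 for *cindr* and -0.44 for *egr*, with adjusted p-values in limma between 1.5e-09 and 0.039. With a score of gut genes in the model they were 1.17 for *stg*, 0.87 for *Cks30A*, 0.52 for *aos*, 0.45 for *sty*, 0.32 for *l(2)gl*, -1.27 for *Mmp1* and -0.58 for *cindr*, all past the threshold in limma. For *scrib* (0.18, adjusted p = 0.15, limma) and *egr* (-0.45, adjusted p = 0.12, limma) they were not. The value of *egr* itself hardly moved, and RNA of gut tissue cannot be set aside for *scrib*. Control discs themselves changed from 4 to 5 days by -1.03 for *stg*, -0.70 for *Cks30A*, -0.38 for *l(2)gl*, 0.91 for *Mmp1* and 0.74 for *cindr* on the log2 scale. Tumors changed by 0.12, 0.11, -0.07, -0.38 and 0.18 for the same genes. A hypothesis for these 5 genes is that control discs and tumors of the same age may stand at different developmental stages. Developmental stage was not tested, and neither were GC content and library batches.

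For each of the 23 named genes, the scores on the first and second components and the total reads, every group of 4 samples whose values were not all equal was searched for a sample far from the others. This was found in 12 of 181 such groups, where 9.05 are given by chance, so most of these samples need no explanation. Replicate 2 of the control discs at 5 days had 127.5 CPM of *cindr* against 138.1 to 139.8 CPM in the other 3 replicates. Replicate 2 of the tumors at 12 days had 6.38 CPM of *egr* against 8.69 to 9.10 CPM, and 451.3 CPM of *Cpr64Aa* against 593.9 to 620 CPM. Replicate 1 at 4 days had 0.813 CPM of *CG4382* against 0.0923 to 0.164 CPM, and 0.0508 CPM of *CG13053*, a single read, against 0 CPM. Replicate 2 at 14 days had 0.0491 CPM of *Jon65Aiii*, also a single read, against 0 CPM. Replicate 1 at 12 days had 0.355 CPM of *Jon25Bi* against 0 to 0.0466 CPM. Replicate 4 at 4 days had a score of -33.5 on the first component against -40.5 to -39.8. The total reads stood apart in 0 of the groups with such a sample, which goes against a larger or smaller library as the cause.

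The remaining 4 such samples were 1 library. Replicate 1 of the tumors at 10 days had 375.9 CPM of *Jon65Aiv* against 0.145 to 0.152 CPM in the other 3 replicates, 153.1 CPM of *Jon65Aiii* against 0 to 0.193 CPM, 22.2 CPM of *Jon25Bi* against 0 CPM and 6.27 CPM of *LysB* against 0 CPM. These 4 genes of digestive enzymes are not independent of each other. If RNA of gut tissue were in this sample, a separate list of 20 gut genes would be expected to stand 10 times higher as well. Their sum was 0.931 times the mean of the other 3 replicates, so gut RNA at large was not found. Fat body markers summed to 425.7 CPM in this sample against 118.9, 18.87 and 10.49 CPM in the other 3 replicates. These markers also varied between replicates at 8 days, from 84.38 to 2786 CPM. RNA of other tissue in this sample therefore cannot be set aside. RNA from a part of the gut that expresses few genes of the list, reads that passed between libraries, and the loss of reads shared between copies of these gene families were not tested. No biological explanation was tested for a single replicate.

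The 5 genes with the steepest rise, which the paper does not discuss, stood at 14 days above every control sample. The mean was 359 CPM for *CG4382* (highest control value 137.3 CPM), 529.3 CPM for *Cpr64Aa* (144.5 CPM), 101.5 CPM for *Cpr64Ac* (0.432 CPM), 70.4 CPM for *CG13053* (24.3 CPM) and 335.6 CPM for *Kal1* (123.1 CPM). At 5 days all but *Cpr64Ac* lay past the threshold below control discs of the same age. The log2 fold change was -6.45 for *CG4382*, -4.45 for *CG13053*, -4.24 for *Kal1*, -3.57 for *Cpr64Aa* and -0.33 for *Cpr64Ac*. Control discs themselves changed from 4 to 5 days by 3.29, 1.93, 0.66, -0.35 and 0.40 in the same order, the last 2 not past the threshold. The genes were chosen for their rise, and no control discs older than 5 days were compared, so age and genotype cannot be parted here. *Cpr64Aa* and *Cpr64Ac* are cuticle protein genes. Of the 21 other tested genes of the Cpr family, 9 lay in the highest 10% of slopes where 2.10 were expected (one-sided Fisher's exact test, p = 9.2e-05). In limma 10 of the 21 rose and 6 fell, with the same numbers under scaling by DESeq2's size factors and by library size alone. A rise of part of the cuticle protein family may therefore underlie these genes. With the gut score in the model *CG4382*, *Cpr64Aa* and *Kal1* no longer passed the threshold. The gut genes fell with age while these genes rose, and their score lay close to age, so this loss does not point to RNA of gut tissue.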

How the results depend on the processing

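Chosen only after results were seen were the settings with edgeR's test on recovered reads, a pseudocount of 0.1, clustering of all genes, a MAPK signaling list without *kek1*, *aos*, *sty* and *vn*, and a gut score or roX score in the model. In all, 130 results, 73 of them main results, were recomputed under 35 settings, where they applied, and with each of 34 samples left out. Of 1112 values from the settings, 1014 kept their direction and their side of the threshold (or moved by less than the spread between replicates), 31 became weaker, 33 stronger, 12 moved and 22 reversed. Of 1962 values with 1 sample left out, 1891 were unchanged in this sense, 43 weaker, 17 stronger, 5 moved and 6 reversed. For the changes below, the cause was not tested.

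When the gut score was in the model, 1883 genes rose and 2462 fell. The slope of *puc* reversed to 0.051, that of *vn* was 0.065 and not past the threshold, and the slopes of *dlg1* (-0.0060), *Jon65Aiv* (0.0068), *LysB* (0.085), *Jon65Aiii* (0.062) and *Jon25Bi* (0.10) reversed. The slope of *puc* no longer passed the threshold with scaling by library size alone (-0.017), without a filter on low counts (-0.022) and with edgeR (-0.020). The slopes of *Mmp1*, *kek1*, *aos* and *sty* kept their direction and stayed past the threshold under every setting run.

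Which genes of a list lay among the extreme slopes depended most on how slopes were made. With edgeR's slopes the log2 odds ratios were -1.02 for oxidative phosphorylation, 2.26 for glycolysis, 0.43 for MAPK signaling, -0.20 for the citrate cycle, -2.90 for the proteasome and -2.67 for ribosome biogenesis, none past the threshold. With a pseudocount of 0.1 they were 0.58, 2.26, 0.67, -0.20, -2.90 and -1.03 in the same order, none past it. When *kek1*, *aos*, *sty* and *vn*, which all lay among the highest slopes, were taken out of the MAPK signaling list, its log2 odds ratio had to fall. It was 1.03 and no longer past the threshold. For the extreme 5% of slopes they were 2.82 for glycolysis, 0.91 for MAPK signaling and 2.16 for ribosome biogenesis, none of them past the threshold any longer, and -1.82 for the proteasome, reversed. For the extreme 20% they were 3.07 for the citrate cycle, 3.60 for the proteasome and 1.67 for Notch signaling, all past the threshold, and 0.16 for JAK/STAT signaling, reversed and not past it. With lm slopes of CPM without a log they were 4.66 for the citrate cycle, 7.66 for the proteasome and 3.30 for Notch signaling, all past it, and 1.34 for JAK/STAT signaling, reversed and not past it. Among genes with a mean normalized count above 100 the citrate cycle (3.19) and the proteasome (2.29) passed the threshold. In the direction tested, mean slopes beyond the other genes were 0.076 for the citrate cycle and 0.073 each for the proteasome and Notch signaling. All were past the threshold in the camera test.

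In a model of only the 2 groups compared, 1660 genes differed between 5 and 6 days, 0 between 10 and 12 days (1930 at an unadjusted p under 0.05 in the model of all groups) and 408 between 12 and 14 days. The steps of *puc* from 4 to 5 days (-0.21) and from 5 to 6 days (-0.22) then passed the threshold, as did *aos* (0.24) and *vn* (-0.37) at 6 days and *vn* at 10 days (0.34) against control discs of 5 days, while *aos* at 8 days (0.29) no longer did. The step of *puc* from 4 to 5 days also passed it with DESeq2's size factors (-0.23), library size alone (-0.22) and DESeq2's Wald test (-0.23).

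With library size alone, the step of *puc* from 6 to 8 days was 0.017 and *aos* at 5 days -0.0040, both reversed and not past the threshold, and *sty* at 6 days (0.20) and *aos* at 8 days (0.21) no longer passed it. *vn* at 6 days passed the threshold with DESeq2's size factors (-0.41), library size alone (-0.48), DESeq2's Wald test (-0.41), a mean normalized count above 100 (-0.37), edgeR (-0.41) and a pseudocount of 0.1 (-0.38). At 8 days, where it was close to 0, it was negative with DESeq2's size factors (-0.014), library size alone (-0.059), DESeq2's Wald test (-0.0027) and edgeR (-0.0018). At 10 days it passed the threshold with DESeq2's Wald test (0.33) and a mean normalized count above 100 (0.34). The agreement of the clustering with the stages rose to 1 with 1 minus the Pearson correlation as the distance, and was 0.613 when all genes were clustered, as first computed.

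With each sample left out in turn, the slope of *puc* ranged from -0.027 to -0.018, the log2 odds ratio of the citrate cycle from 1.70 to 2.11 and that of the proteasome from 0.46 to 1.59. The genes that differed ranged from 491 to 753 between 5 and 6 days, from 250 to 639 between 10 and 12 days and from 965 to 1602 between 12 and 14 days. The step of *puc* from 6 to 8 days ranged from -0.035 to 0.028 and from 12 to 14 days from 0.11 to 0.24, and that of *Mmp1* from 10 to 12 days from -0.37 to -0.21. Over control discs of 5 days, *sty* at 6 days ranged from 0.24 to 0.36 and *aos* at 8 days from 0.19 to 0.43. *vn* ranged from -0.45 to -0.28 at 6 days, from -0.046 to 0.10 at 8 days, from 0.24 to 0.43 at 10 days and from 0.31 to 0.52 at 12 days. The difference of the effect on *vn* between 4 and 5 days ranged from -0.17 to 0.065.

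Among the results that are not main results, the settings gave 15 weaker, 6 stronger, 6 moved and 5 reversed values, the last being those of *dlg1* and the 4 digestive enzyme genes above, and leaving out samples gave 31 weaker, 9 stronger and 2 reversed. Depth limits the genes near 0 CPM, since values under 0.116 to 0.166 CPM rest on fewer than 3 reads.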

Differences from the paper's values

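In this part only the comparisons with edgeR's test on recovered reads and with a pseudocount of 0.1 were chosen only after the result was seen. The paper's values were compared for 50 measures, all but the number of filtered genes read by eye from its figures. By the following rules 43 of them did not differ. A log2 fold change differed if its sign was other or it lay farther off than the spread between replicates. Any other value had to lie outside its spread and be off by more than 1.5 times. FPKM values of tumors also had to exceed the control level. The fold changes of Fig. 4A rest on FPKM, and those here on log2(CPM + 1).

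Over control discs of 5 days, the log2 fold change of *kek1* at 8 days is about -1.5 in the paper's Fig. 4A, read by eye, and was -1.64 here, and at 14 days it is about -0.5 in the paper's Fig. 4A, read by eye, and was -0.72 here. That of *aos* is about -0.49 at 4 days and about -0.1 at 5 days in the paper's Fig. 4A, read by eye, against -0.30 and 0.079 here. That of *sty* at 5 days is about -0.04 in the paper's Fig. 4A, read by eye, against 0.089 here. None of the 15 alternatives set before the data were examined closed these gaps for *kek1* and *aos*. For *sty*, leaving out replicate 2 of the control discs at 5 days gave 0.044. This lay within the spread between replicates (SD 0.12) of the paper's value. For *aos* at 6 days the paper's Fig. 4A shows about 0.04, read by eye, against 0.24 here. Of 14 alternatives set before the data were examined, scaling by library size alone (0.13) and leaving out replicate 2 of the tumors at 6 days (0.16) gave values that did not differ from the paper's, and the others did not reach it. Neither edgeR's test on recovered reads nor a pseudocount of 0.1, chosen after seeing the values, closed any of the gaps.

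The lowest score of control discs of 5 days on the first component is about -12000 in the paper's Fig. 2A, read by eye, and -36.0 here, where the sign of a component is arbitrary. Of 42 alternatives set before the data were examined, CPM without a log reached it, at -1.18e+04, and the others did not. Of the genes, 6883 had a mean normalized count above 100 here, against the paper's 6901.

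The paper places the tumors of 8 days in a stage of their own. Here, when the tumor samples fell into 3 clusters, those of 8 days shared a cluster with those of 5 and 6 days and those of 4 days stood alone, and the adjusted Rand index with the paper's stages was 0.655. With 1 minus the Pearson correlation as the distance it was 1. The tree of Fig. 2B joins the tumors of 8 days to those of 10 to 14 days, as the tree of group means did here.

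Fig. 3A marks the falls of *puc* from 4 to 5 days and from 5 to 6 days as significant. Here they were -0.21 (adjusted p = 0.058, limma) and -0.22 (adjusted p = 0.12, limma). The figure's test was a one-way ANOVA on FPKM values of the gene, while the p-values here were adjusted over 9637 tested genes. The thresholds are therefore unlike, and this may account for the difference. Among the alternatives set before the data were examined, the fall from 4 to 5 days passed the threshold in limma with DESeq2's size factors (adjusted p = 0.040), library size alone (adjusted p = 0.043) and only the 2 groups compared (adjusted p = 0.0023), and in DESeq2's Wald test (adjusted p = 0.024). The fall from 5 to 6 days passed it with only the 2 groups compared (adjusted p = 0.0023, limma).

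Fig. 2D lists the citrate cycle and the proteasome among the falling genes. Here the log2 odds ratios were 2.11 (adjusted p = 0.054, Fisher's exact test) and 1.36 (adjusted p = 0.11, Fisher's exact test). Among the alternatives set before the data were examined, both passed the threshold with genes of a mean normalized count above 100. They also passed it with the lowest 20% of slopes, lm slopes of CPM without a log and the camera test. With the lowest 5% of slopes, also set before, the log2 odds ratio of the proteasome was reversed, at -1.82. The paper also names the Notch and JAK/STAT pathways as changed. Here the log2 odds ratios among the highest slopes were 0.92 (adjusted p = 0.47, Fisher's exact test) and -1.79 (adjusted p = 1, Fisher's exact test). Notch signaling passed the threshold with the highest 20% of slopes (1.67, adjusted p = 0.013, Fisher's exact test) and lm slopes of CPM without a log (3.30, adjusted p = 4.8e-07, Fisher's exact test). It also passed it in the camera test (adjusted p = 4.8e-05). JAK/STAT signaling passed it under none of the alternatives, which were run for the highest slopes only. Among the lowest slopes its log2 odds ratio was 1.34 (adjusted p = 0.42, Fisher's exact test).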

Other observations

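Of the tests in this part, those with the gut genes, with the roX score in the model, of the MAPK signaling list without 4 genes, of *Lsp1gamma* and of the changes in control discs were chosen only after the result was seen.

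When the ages were permuted within each replicate number, 1 of 100 arrangements, the real one, gave as many rising genes (3427 against at most 3) and 1 of 100 as many falling genes (3835 against 0 in any other arrangement). With every library thinned to the smallest, 3387 genes rose and 3781 fell, and library size had a Spearman correlation of 0.012 with age (permutation p = 0.95, Pearson correlation -0.19), so differences in sequencing depth are unlikely to underlie the counts. Slope and exon length had a Spearman correlation of 0.178 across 9353 of 9408 genes (99.4%), which are not independent replicates. This was under the limit of 0.3 set for a gene length bias.

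The same 100 arrangements were used for the gene lists, where an odds ratio as large as the real one was found in 4 for MAPK signaling, 8 for oxidative phosphorylation, 13 for the citrate cycle, 16 each for glycolysis, the proteasome and ribosome biogenesis, 42 for Notch signaling and 100 for JAK/STAT signaling, which had 0 genes among the highest slopes, so that no other outcome was possible. Under permuted ages the genes of a list still move together. The p-values of Fisher's exact test, which treat genes as independent, may thus overstate the evidence. The odds ratio uses only the order of the slopes, so it can be large where hardly any gene passes the threshold. The other arrangements had at most 3 rising and 0 falling genes. The shares therefore do not address whether the genes of a list changed with age. Only MAPK signaling had a share under 0.05, without an adjustment for the number of lists. That list includes *kek1*, *aos*, *sty* and *vn*, which the paper reports as changing, and with these 4 taken out 6 of 100 arrangements gave as large an odds ratio. JAK/STAT signaling was not tested in this way among the lowest slopes. The real log2 odds ratio of 1.60 for MAPK signaling compares with up to 1.90 in the other arrangements.

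For the comparisons between groups, the real split was set against other splits of the same samples that part as many same-numbered pairs. There were 8 such splits for each comparison, so that no share under 0.05 is possible. The real split gave the largest number of genes in 1 of 8 splits, itself, in each of the 8 comparisons. The largest other number was 4959 against 5876 genes for tumors and control discs at 4 days, and 1853 against 6890 at 5 days. Between successive ages of the tumors it was 99 against 2305, 326 against 814, 551 against 2540, 3 against 2278, 243 against 539 and 549 against 1576 genes. The 4959 genes came from the split that exchanges all 3 same-numbered pairs and leaves the unpaired tumor sample in place, and so differs from the real split in that sample alone. All 35 splits include some that part fewer same-numbered pairs, and among these the real split was also the largest in each comparison, with largest others of 4959, 2191, 722, 326, 1468, 290, 243 and 549 genes in the same order.

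The roX genes, which are expressed in males, rose with a mean slope of 0.16 log2 units per day, above the limit of 0.1 set for a change in the sex ratio of the larvae. Their sum was 236 CPM at 4 days and 958 CPM at 14 days, and at 10 days it ranged from 59.97 to 783.6 CPM between the 4 replicates. A change in the sex ratio of the dissected larvae may therefore be part of the series. With the roX score in the model 3190 genes rose and 3530 fell, and *kek1* kept a slope of 0.38 (adjusted p = 1.5e-11, limma, rising in 4 of 4 replicate series), so the sex ratio alone is unlikely to explain these results. The score had a Spearman correlation of 0.735 with age, and 50.1% of its variance lay between ages.

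RNA of gut tissue cannot be set aside for the series as a whole. A score of 20 gut genes had a Spearman correlation of -0.951 with age in the tumors, and 97.5% of its variance lay between ages. The sum of these genes was 352 CPM at 4 days, 403 CPM at 5 days, 263 CPM at 6 days, 89.6 CPM at 8 days, 17.5 CPM at 10 days, 10.4 CPM at 12 days and 8.87 CPM at 14 days. In control discs it was 162 CPM at 4 days, where replicate 2 had 410.9 CPM against 45.9 and 30.1 CPM in replicates 1 and 3, and 4.95 CPM at 5 days. Fat body markers in these 3 samples summed to 4324 CPM in replicate 2 against 657.2 and 937.8 CPM, and the search for samples far from their group covered groups of 4 only. With this score beside age, 1883 genes rose and 2462 fell, which is what gut RNA in the early samples could produce but also what any covariate this close to age would do. The fall of *Mmp1* kept a slope of -0.080 (adjusted p = 0.0023, limma, falling in 4 of 4 replicate series without the score), so RNA of gut tissue is unlikely to be its only source.

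For the 4 digestive enzyme genes with the steepest fall, deviations from the group means had a Pearson correlation of 0.562 with those of the 20 gut genes over the 27 tumor samples (permutation p = 0.00545, adjusted over 2 relations 0.00545, Spearman correlation 0.508 with a permutation p of 0.00786). Without the 2 samples farthest from the median it was 0.437. This lay under the limit of 0.7 set for RNA of gut tissue, so a common source with the listed gut genes was not shown within the tumors. In replicate 2 of the control discs at 4 days, which had the most RNA of the listed gut genes among control discs, the same 4 genes also stood high, with 1316 CPM of *Jon65Aiv* against 60.6 and 9.43 CPM in replicates 1 and 3, 517.6 CPM of *Jon65Aiii* against 14.72 and 1.42 CPM, 177.9 CPM of *LysB* against 8.56 and 2.83 CPM and 180.6 CPM of *Jon25Bi* against 1.88 and 0.814 CPM. In that sample RNA of gut tissue may be their common source. For *Lsp1gamma* and the other 6 fat body markers the same correlation was 0.864 (permutation p = 1e-05, the smallest p that 100000 resamples can give, adjusted 2e-05, Spearman correlation 0.890), and 0.857 without the 2 farthest samples. RNA of fat body in the samples may thus account for the spread of *Lsp1gamma* within ages.

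Among other cell types, hemocyte markers fell with a mean slope of -0.019 (SD of the 4 replicate series 0.065, rising in 2 of 4), the direction that fewer hemocytes in older samples would give but smaller than its spread. Their sum was 672.9 CPM at 4 days, 321.4 CPM at 5 days and 275 CPM at 6 days, and then higher, between 408.1 and 483.6 CPM, from 8 to 14 days, while *Mmp1* went on falling. Control discs of 5 days had 1110 CPM of these markers with 120.3 CPM of *Mmp1*, and tumors of 4 days had 1117 CPM of *Mmp1*. Fewer hemocytes may thus explain at most a small part of the fall of *Mmp1*, and that up to 6 days only. Fat body markers took 0.00388% of the CPM at 14 days, so more RNA of fat body diluting the tumor is unlikely to explain it. Myoblast markers rose with a mean slope of 0.043, in 4 of 4 replicate series, the direction that more myoblasts in older samples would give. Their sum went from 212.4 CPM at 4 days to 295.9 CPM at 14 days, while *kek1* went from 12.3 to 143.1 CPM, so more myoblasts may add only a small part to the rise of *kek1*. Trachea markers rose with a larger mean slope of 0.060, in 4 of 4 replicate series. Their sum went from 3147 CPM at 4 days to 4969 CPM at 14 days. More trachea in older samples was not tested as a source of rising genes.

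The slopes in the tumors were compared with the change of control discs from 4 to 5 days. Across 9408 genes, which are not independent replicates, the Spearman correlation was 0.455 and the Pearson correlation 0.454. Of 4136 genes past the threshold in both, 3194 (77.2%) changed in the same direction. As large a correlation was found in 2 of 100 arrangements of the ages, the real one included, with 0.477 as the largest other. A hypothesis is that the tumors may follow, more slowly, part of the same order of changes as control discs. With the gut score in both models the correlation was 0.202, so RNA of gut tissue may account for a part of it. This value was not set against other arrangements of the ages.

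Other genes that the paper names were measured in the bulk series as well. The slope was 0.10 log2 units per day for *cindr* (adjusted p = 8.4e-17, rising in 4 of 4 replicate series), 0.020 for *stg* (adjusted p = 0.030, 4 of 4), -0.076 for *Cks30A* (adjusted p = 3.8e-10, falling in 4 of 4), 0.054 for *egr* (adjusted p = 4.0e-04, rising in 4 of 4), 0.011 for *dlg1* (adjusted p = 0.039, rising in 3 of 4) and -0.058 for *l(2)gl* (adjusted p = 3.2e-09, falling in 4 of 4), all from limma. When the gut score was added, *stg* (0.0053, adjusted p = 0.84), *dlg1* (-0.0060, adjusted p = 0.65) and *l(2)gl* (-0.0058, adjusted p = 0.65) were not past the threshold in limma, nor was *stg* with the roX score (0.024, adjusted p = 0.064). The expression of *cindr* was 242 CPM at 4 days and 501 CPM at 14 days. The slopes of *stg* and *dlg1* were not past the threshold in 7 and 8 of the 27 fits that each left out 1 sample.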
